# Conditional deletion of miR-204 and miR-211 in murine retinal pigment epithelium results in retinal degeneration

**DOI:** 10.1016/j.jbc.2024.107344

**Published:** 2024-05-04

**Authors:** Samuel W. Du, Ravikiran Komirisetty, Dominik Lewandowski, Elliot H. Choi, Damian Panas, Susie Suh, Marcin Tabaka, Roxana A. Radu, Krzysztof Palczewski

**Keywords:** microRNA (miRNA), retinal degeneration, gene KO, RPE, electrophysiology, inflammation

## Abstract

MicroRNAs (miRs) are short, evolutionarily conserved noncoding RNAs that canonically downregulate expression of target genes. The miR family composed of miR-204 and miR-211 is among the most highly expressed miRs in the retinal pigment epithelium (RPE) in both mouse and human and also retains high sequence identity. To assess the role of this miR family in the developed mouse eye, we generated two floxed conditional KO mouse lines crossed to the RPE65-ERT2-Cre driver mouse line to perform an RPE-specific conditional KO of this miR family in adult mice. After Cre-mediated deletion, we observed retinal structural changes by optical coherence tomography; dysfunction and loss of photoreceptors by retinal imaging; and retinal inflammation marked by subretinal infiltration of immune cells by imaging and immunostaining. Single-cell RNA sequencing of diseased RPE and retinas showed potential miR-regulated target genes, as well as changes in noncoding RNAs in the RPE, rod photoreceptors, and Müller glia. This work thus highlights the role of miR-204 and miR-211 in maintaining RPE function and how the loss of miRs in the RPE exerts effects on the neural retina, leading to inflammation and retinal degeneration.

The vertebrate retina is composed of sensory neural circuits and supportive cells, which integrate incoming light from the environment to enable visual and nonvisual behavior. The sensory neurons which drive visual behavior are the rod and cone photoreceptors. Through the isomerization of 11-*cis*-retinal to all-*trans*-retinal, these cells convert photons of light into graded stimuli that are further processed by downstream neurons. The complex function of these highly specialized sensory neurons is dependent on the health and function of the retinal pigment epithelium (RPE), a postmitotic epithelial monolayer derived from the neuroectoderm, which sits directly adjacent to the outer segments of the rod and cone photoreceptors (1). The RPE and photoreceptors are deeply intertwined, both physically and functionally. While the RPE is not known to contribute directly to image-forming vision, its metabolic and signaling pathways directly impact the physiology and function of photoreceptors. These pathways include the visual cycle which renews the supply of 11-*cis*-retinal, transport systems for critical nutrients such as glucose from the circulation, and the phagocytotic system for daily circadian turnover of spent photoreceptor outer segments (2). Continuous crosstalk between the RPE and photoreceptors is necessary for these functions, meaning that dysfunction or death of the RPE leads to subsequent photoreceptor death.

A growing body of evidence has implicated microRNAs (miRs) in the posttranscriptional regulation of gene expression from mRNAs (3, 4, 5). Mature miRs are short noncoding RNAs, usually between 20 and 22 nucleotides long. After transcription by RNA polymerase II, the nascent miRs are processed and cleaved by Drosha/DGCR8 and Dicer into mature miRs. Immature miRs are processed into two mature miRs, the forward position 5p species and the reverse position 3p species, which often contain different seed sequences (6, 7, 8). They subsequently form an RNA-induced silencing complex with argonaute proteins, most prominently AGO2 (9). MiRs classically bind to an 8-nucleotide seed sequence in the 3′-UTR of the target mRNA, promoting its degradation (10). It is thought that miRs provide an additional layer of posttranscriptional control by fine-tuning gene expression, exemplified by the critical role of miR *lin-4* in *Caenorhabditis elegans* development by controlling proliferation and differentiation of specialized tissues in the worm (11, 12). In addition, there are a limited number of reports suggesting alternative roles for miRs in gene expression, including increased translation and upregulation of targeted transcripts (13, 14).

In the eye, miRs play an important role in both development and normal physiology (15). A seminal study demonstrated that the miR processing enzymes Dicer1 and DGCR8 are critical for the maintenance of RPE and retinal health (16, 17). Mice lacking either of these enzymes showed thinning of the outer nuclear layer (ONL), where the photoreceptor nuclei reside, and disruption of the RPE monolayer organization. However, other reports suggest that Dicer1 instead controls *Alu* or *Alu*-like repeat RNA (18). Nevertheless, it has been established that miRs directly influence retinal health; for example, the miR family 182/96/183 is highly expressed in photoreceptors, and the absence of these miRs results in photoreceptor dysfunction (19).

The miR family comprising miR-204 and miR-211 is among the most highly expressed miRs in mouse and human RPE (20, 21). In mice, these two miRs that share an identical seed sequence and their mature sequences differ by only one nucleotide, suggesting they may regulate the same genes. When compared to the human sequences, human and mouse miR-204 are identical, while human and mouse miR-211 differ by only one nucleotide, distal to the seed sequence. Furthermore, miR-204 and miR-211 are essential for the development and maturation of the eye, as miR-204 and miR-211 interact with ophthalmic-developmental transcription factors such as PAX6 (22), MEIS2 (23), and MITF (24). miR-204 was reported to be responsible for an inherited retinal dystrophy with lens and iris manifestations, underscoring its importance in ophthalmic development, and is one of the first reported miR-associated genetic diseases (25). miR-204 and miR-211 are also important for the maintenance of the epithelial properties of the RPE and for cone photoreceptor function (26, 27). Notably, their expression was shown to be directly light-regulated, with increased expression in the light and decreased expression in the dark (28). Finally, the two miRs have been reported to target different steps of lysosomal processing, including regulation of expression of the ezrin protein by miR-211 (29) and of the Rab22a protein by miR-204 (30). Altogether, these previous studies indicate that miR-204 and miR-211 each play a critical role in the maintenance of RPE physiology and support of retinal health.

The molecular mechanisms through which miR-204 and miR-211 exert their influence in the RPE specifically are less well understood. Previous studies were conducted with single KOs of either miR-204 or miR-211; however, because these miRs share the same seed sequence and are nearly homologous, differing by only one nucleotide, a KO of one of these miRs may be compensated by the other. Furthermore, miR-204 and miR-211 have thus far been studied in the eye as single global KO mice, but not in tissue- or cell-specific KOs. Considering their importance in ophthalmic development, the RPE-specific role of the miRs in normal physiology has yet to be completely defined. Thus, both spatial and temporal control of conditional deletion of both miR-204 and miR-211 could provide valuable insights into their roles in the RPE and retina.

## Results

### Expression of miR-204 and miR-211 in murine and human retinas

The two homologous miRs, miR-204 and miR-211, have high sequence identity. In the mouse, miR-204 and miR-211 differ by one nucleotide at position 17, while the seed sequences at positions 2 to 7 are conserved (Fig. 1*A*). Between the mouse and human sequences, the miR-204 sequence is completely conserved, while the mouse and human sequences differ by one nucleotide at position 18 (Fig. 1*A*). 

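In the GRCm39 mouse genome, *Mir204* lies on chromosome 19 from 22727969 to 22728036 on the plus strand. It sits in the intron between exons 6 and 7 of the *Trpm3* transcript Trpm3-201, which runs from 22710536 to 22743997 and is 33462 bases long. *Mir211* lies on chromosome 7 from 63855554 to 63855659 on the plus strand, in the intron between exons 6 and 7 of the *Trpm1* transcript Trpm1-201, which runs from 63854342 to 63858023 and is 3682 bases long. Both host genes are transcribed from the plus strand as well. The mature 5p sequences, written as DNA, are TTCCCTTTGTCATCCTATGCCT for miR-204 and TTCCCTTTGTCATCCTTTGCCT for miR-211, and their seeds are identical. Exon numbers are those of the annotation of these transcripts, and other annotated transcripts of the same genes number the flanking exons differently.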

Their homology extends to their immediate genomic context. miR-204 and miR-211 are found within an intronic sequence of *Trpm3* and *Trpm1* in the mouse genome, respectively, and are found in homologous regions of *TRPM3* and *TRPM1* in the human genome; indeed, the coding sequence of exon 8 of human *TRPM1* is homologous to exon 7 of mouse *Trpm1*, and the coding sequence of exon 6 of human *TRPM3* is homologous to exon 6 of mouse *Trpm3* (Fig. 1*B*). Because the miRs are located in the intronic sequences of their respective transient receptor potential (TRP) channels, miR and TRP channel expression have been reported to be regulated cotranscriptionally (22, 31, 32). Due to polyA-RNA selection in most single-cell RNA-sequencing library preparations, many miRs are not captured. However, focusing on expression of TRPM1 and TRPM3 should capture the expression pattern of their resident miRs. Thus, we examined the expression of *TRPM1* and *TRPM3* in the retina *via* reanalysis of existing single-cell RNA sequencing datasets (33, 34). *TRPM1* is predominantly expressed in mouse and human RPE and bipolar cells, while *TRPM3* is expressed in mouse and human RPE and Müller glia (Fig. 1, *C* and *E*). Finally, miR-204 and miR-211 were confirmed to be expressed in a similar pattern in murine RPE by quantitative PCR (qPCR) (Fig. 1*D*).

**Figure 1:**
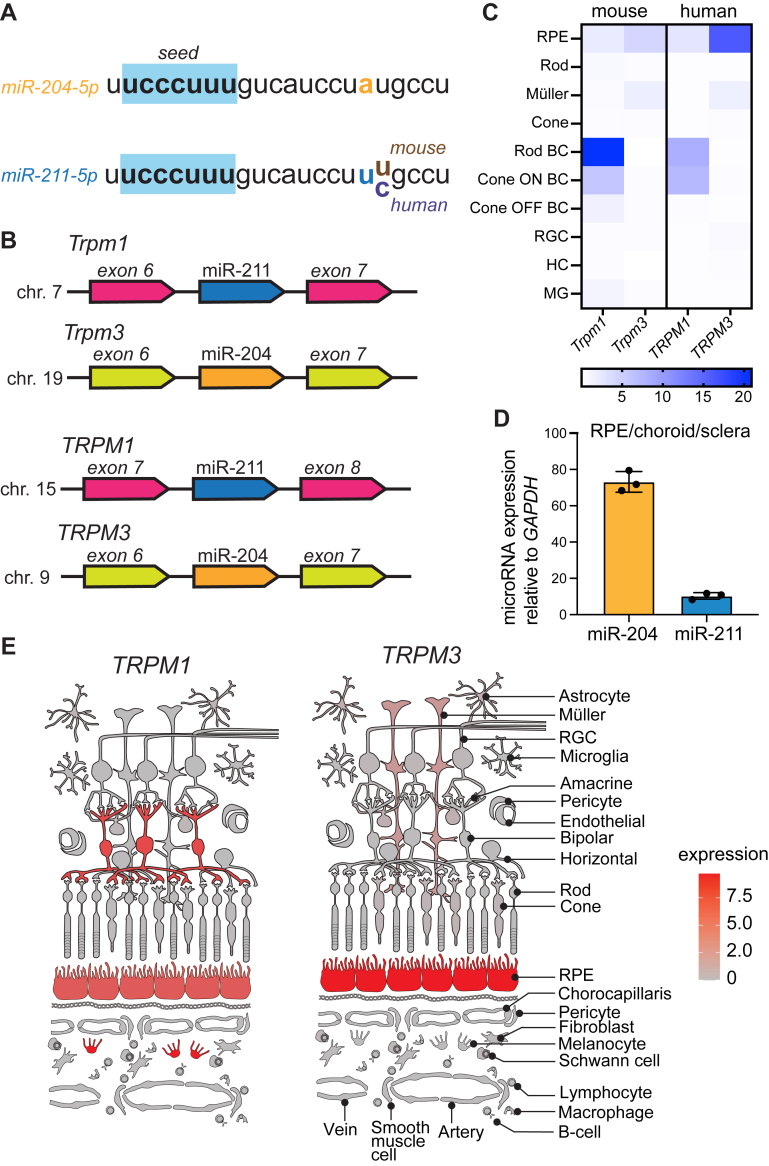
**Expression of microRNA-204 and microRNA-211 in the mouse and human eye.***A*, sequences of miR-204-5p (*upper*) and miR-211-5p (*lower*). The common seed sequence is highlighted in *blue*. A difference between miR-204 and miR-211 is highlighted as *yellow versus blue*, respectively. A difference between mouse and human miR-211 is highlighted as *brown versus purple*, respectively. *B*, organization of miR-204 and miR-211 loci within intronic regions of the genomes of mice (*upper*) and humans (*lower*). *C*, single-cell RNA expression patterns of genes containing miR-204 and miR-211 in mice and humans. *D*, qRT-PCR of miR-204 and miR-211 in RPE/choroid/sclera RNA extracted from C57BL/6J WT animals (n = 3 mice, three technical replicates), normalized to GAPDH. *E*, expression of *TRPM1* and *TRPM3* in human single-cell RNA expression sequencing, adapted from Spectacle RetinaCartoon (34). miR, microRNA; qRT-PCR, quantitative reverse transcription PCR; RPE, retinal pigment epithelium.

### Generation of miR-204 and miR-211 conditional KO animals

To assess the role of miR-204 and miR-211 in normal retinal physiology without confounders from eye development or miR-204 and miR-211 effects in other tissues, we created conditional KO animals for miR-204 and miR-211 to spatially and temporally control depletion of the miRs. *Via* standard genetic engineering techniques, we created knock-in mice with neomycin-selectable cassettes, with each miR flanked by loxP sites, into their corresponding endogenous loci (Fig. 2, *A* and *B*). Upon induction of Cre recombinase expression, Cre-mediated excision removes DNA between the loxP sites for a Cre-dependent KO (Fig. 2*A*). We crossed the newly generated floxed miR-204 and miR-211 mice, miR-204^fl/fl^ and miR-211^fl/fl^, with the tamoxifen-inducible RPE65-ERT2-Cre mice to generate double knockout (dKO) mice (Fig. 2*C*) (35). This approach allows for RPE-specific and temporally controlled conditional KO of these two miRs, as this RPE Cre driver line is highly efficient and specific. We confirmed that these alleles were detectable by PCR genotyping, and that the founders did not carry the *Crb1 rd8* mutation commonly found in C57BL/6 lines (Fig. 2*D*) (36). Our mice were homozygous for the less active RPE65 M450 allele (Fig. S1) (37). To assay successful recombination, we performed simultaneous DNA and RNA extraction from posterior eyecups of dKO *versus* control animals. PCR of genomic DNA showed that tamoxifen induction of Cre in dKO mice led to successful deletion of the floxed miR alleles (Fig. 2*E*). Of note, the lysis buffer used for nucleic acid extraction leads to contamination of the RPE isolation with sclera, choroid, and residual neural retina, explaining the presence of PCR products from unrecombined alleles. At the RNA level, tamoxifen induction led to significant knockdown of the miR-204 (7.12-fold, *p* < 0.0001) and miR-211 (5.89-fold, *p* = 0.0008) (Fig. 2*F*).

**Figure 2:**
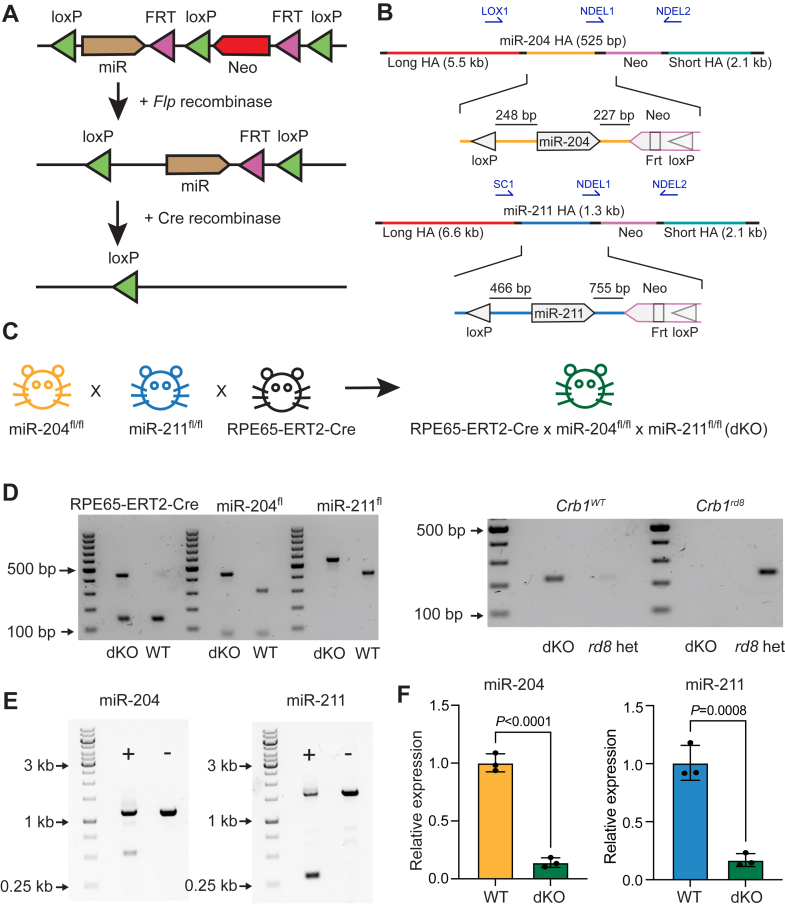
**Generation and characterization of miR-204 and miR-211 conditional-KO mice.***A*, general knock-in strategy. A cassette with loxP sites flanking the miR sequence of interest along with a selectable neomycin (Neo) marker is knocked in to the endogenous locus. After successful integration, the Neo cassette is removed *via* introduction of a *Flp* recombinase. Upon subsequent introduction of a *Cre* recombinase, the floxed miR cassette is removed. *B*, targeting strategy for miR-204 and miR-211. Location for genotyping and recombination assessment PCRs are indicated (see Table S1). HA, homology arm. *C*, breeding strategy for double knockout (dKO) mice. The two miR conditional-KO animals were crossed to the RPE65-ERT2-Cre mouse to generate a triple cross for conditional RPE-specific knockout of miR-204 and miR-211 upon administration of tamoxifen. *D*, *left*: PCR genotyping of genomic DNA for the RPE65-ERT2-Cre, miR-204, and miR-211 alleles; right: PCR genotyping of genomic DNA for the *Crb1 rd8* mutation. *E*, PCR analysis of miR deletion in dKO animals 1-month post tamoxifen induction. Lower band indicates successful recombination. *F*, qRT-PCR of miR-204 (*left*) and miR-211 (*right*) in dKO animals 1-month post-tamoxifen induction (n = 3 mice, three technical replicates), normalized to dKO animals (n = 3 mice, three technical replicates) treated with corn oil vehicle. Statistical significance calculated by unpaired *t* test. dKO, double knockout; miR, microRNA; qRT-PCR, quantitative reverse transcription PCR; RPE, retinal pigment epithelium.

### RPE-specific KO of miR-204 and miR-211 leads to slow retinal degeneration

We first characterized our dKO animals *via* noninvasive longitudinal imaging and electrophysiological techniques. To avoid potential effects of miR deletion on development, we induced Cre expression at postnatal day 28. We utilized Cre-negative animals treated with tamoxifen as controls, as there was no difference in retinal phenotypes between Cre-negative animals treated with tamoxifen *versus* Cre-positive animals treated with vehicle (Fig. S2, *A* and *C*). We also noted no Cre-line independent phenotypes in Cre-only animals without conditional miR alleles after tamoxifen induction (Fig. S2*B*). One-month after induction, there was no difference in the scotopic full-field flash electroretinogram (ERG) a- or b-wave amplitudes (Fig. 3*A*). At 6-months postinduction, there was a trend toward suppression of the scotopic ERG a-wave and concomitant decrease in the scotopic ERG b-wave, though this was not significant by two-way ANOVA (*p* = 0.2352 and *p* = 0.1239 for a- and b-wave, respectively, Fig. 3*B*). At 6 months after induction, we noticed no difference in the photopic full-field flash ERG for green or blue cones (Fig. 3*C*). These data indicate that 6 months of miR ablation did not lead to a functional deficit in rod or cone photoresponses. We then assessed structural and anatomical changes by performing autofluorescence-scanning laser ophthalmoscopy (SLO) and noted subretinal hyperautofluorescent foci as early as 2 months post induction in dKO mice, but not in control animals, potentially indicating that ongoing degenerative and inflammatory processes were occurring in the RPE and subretinal space (Fig. 3*D* and S3). Lastly, we imaged the mouse eye with spectral-domain optical coherence tomography (OCT) to evaluate the anatomical structures of the retinal layers, which showed a 10.7% loss of the ONL by 6 months post induction (*p* = 0.000032) (Fig. 3*E*). Thus, the dKO animals exhibited a slow but progressive loss of the ONL, as well as a loss of definition of the inner segment/outer segment (IS/OS) junction and RPE layers, indicative of ongoing photoreceptor death and loss (Fig. 3, *E* and *F*).

**Figure 3:**
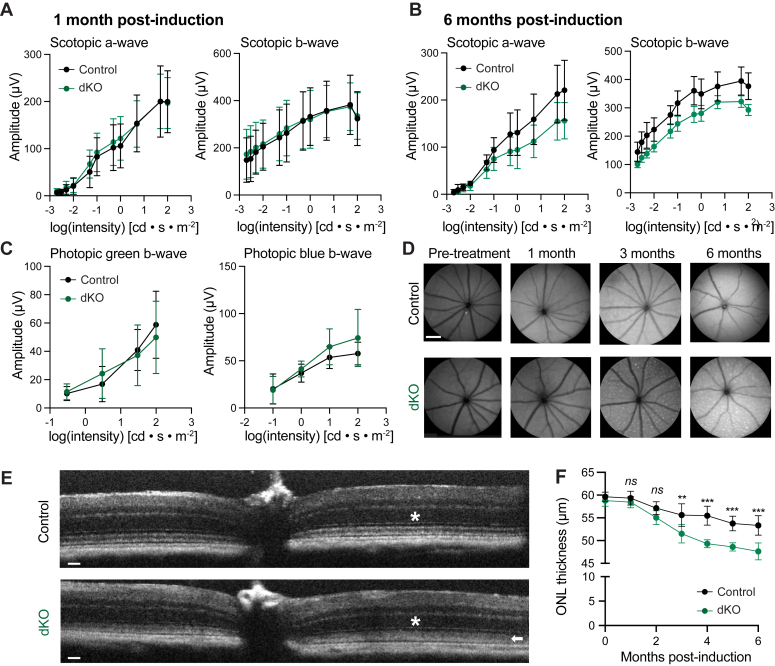
**miR-204 and miR-211 dKO mice exhibit retinal degeneration.***A*, assessment of scotopic full-field flash electroretinography (ERG) a-wave (*left*) and b-wave (*right*) responses in dKO mice (*green*, n = 16) *versus* control mice (*black*, n= 16), 1 month after tamoxifen induction. *B*, assessment of scotopic full-field flash ERG a-wave (*left*) and b-wave (*right*) responses in dKO mice (*green*, n = 12) *versus* control mice (*black*, n= 6), 6 months after tamoxifen induction. *C*, assessment of photopic full-field flash ERG green response (*left*) and blue response (*right*) in dKO mice (*green*, n = 10) *versus* control mice (*black*, n= six), 6 months after tamoxifen induction. *D*, scanning laser ophthalmoscopy (SLO) autofluorescent fundus imaging of control mice (*upper*) and dKO mice (*lower*), at various periods after tamoxifen induction. Scale bar represents 500 μm. *E*, representative spectral-domain optical coherence tomography (OCT) images of control and dKO mice at 6 months postinduction. *Asterisk* indicates outer nuclear layer (ONL), *arrowhead* indicates loss of definition in dKO mice between IS/OS junction and RPE. Scale bar represents 50 μm. *F*, quantification of ONL thickness by OCT in control mice (*black*, n ≥ 7 mice) and dKO mice (*green*, n ≥ 9 mice). For all plots, statistical significance calculated by multiple unpaired *t* test with two-stage step-up FDR (Benjamini, Krieger, and Yekutieli). dKO, double knockout; FDR, false discovery rate; IS/OS, inner segment/outer segment; miR, microRNA.

Because we had observed hyperautofluorescent foci upon SLO imaging of the dKO animals, we hypothesized that this signal resulted from inflammatory processes as had been previously shown in other inflammatory retinal disease states (38, 39). Therefore, we created RPE flatmounts from 6-months postinduction dKO and control mice and evaluated them for the presence of infiltrating immune cells. We noted Iba-1-positive cells in the subretinal space in dKO mice, but not in control mice, indicating the pathogenic finding of immune cell recruitment to the subretinal space (Fig. 4, *A* and *B*) (40). We also assessed the expression of RPE, retinal, and inflammatory markers such as GFAP, PDE6B, ezrin, and interleukin 6 in cryosections of 6-months postinduction control and dKO mice and found no significant differences (Fig. 4*C*).

**Figure 4:**
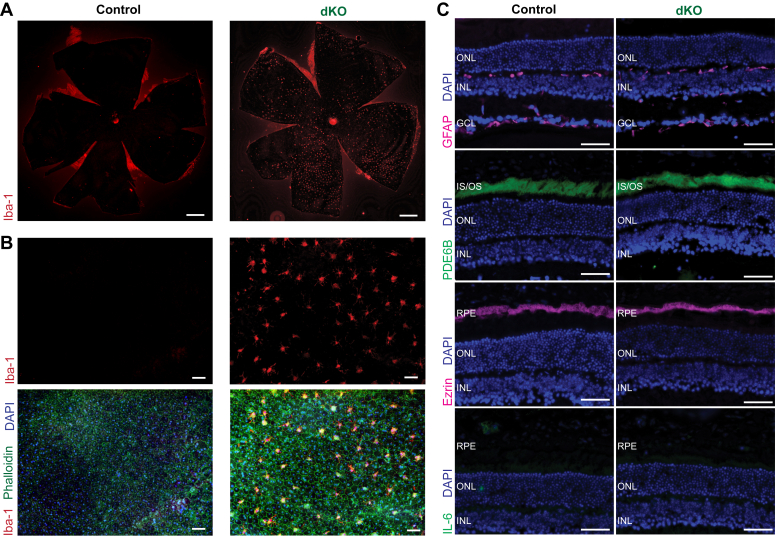
**Retinal inflammation in dKO mice.***A*, whole RPE flatmounts of control mice (*left*) and dKO mice (*right*), 6 months post-induction, stained with Iba-1 (*red*). Scale bar represents 500 μm. *B*, magnified RPE flatmounts of control mice (*left*) and dKO mice (*right*), stained with Iba-1 (*red*), phalloidin (*green*), and DAPI (*blue*). Scale bar represents 50 μm. *C*, cryosection immunostaining of 6-months postinduction control mice (*left*) and dKO mice (*right*), stained with GFAP, PDE6B, Ezrin, IL-6, and DAPI. Scale bar represents 50 μm. DAPI, 4′,6-diamidino-2-phenylindole; dKO, double knockout; IL-6, interleukin 6; RPE, retinal pigment epithelium.

### Retinas and RPE from dKO mice exhibit degeneration and structural perturbations

We performed stitched light microscopy of fixed whole retinas to assess global retinal structure (Fig. 5*A*). The retinas from 6-months postinduction dKO mice exhibited decreased ONL thickness and decreased nuclei counts per column (Fig. 5, *B* and *C*). While there was less difference in the total ONL thickness measured by microscopy *versus* the *in situ* measurements performed by OCT, the significantly lower number of nuclei in the ONL in dKO mice at multiple points among the superior-inferior axis indicates a significant loss of photoreceptors. We also noted subretinal infiltrates and cells in dKO mice, but not in control mice, suggestive of either subretinal deposits or immune cells that had migrated into the subretinal space (Fig. 5*C*).

**Figure 5:**
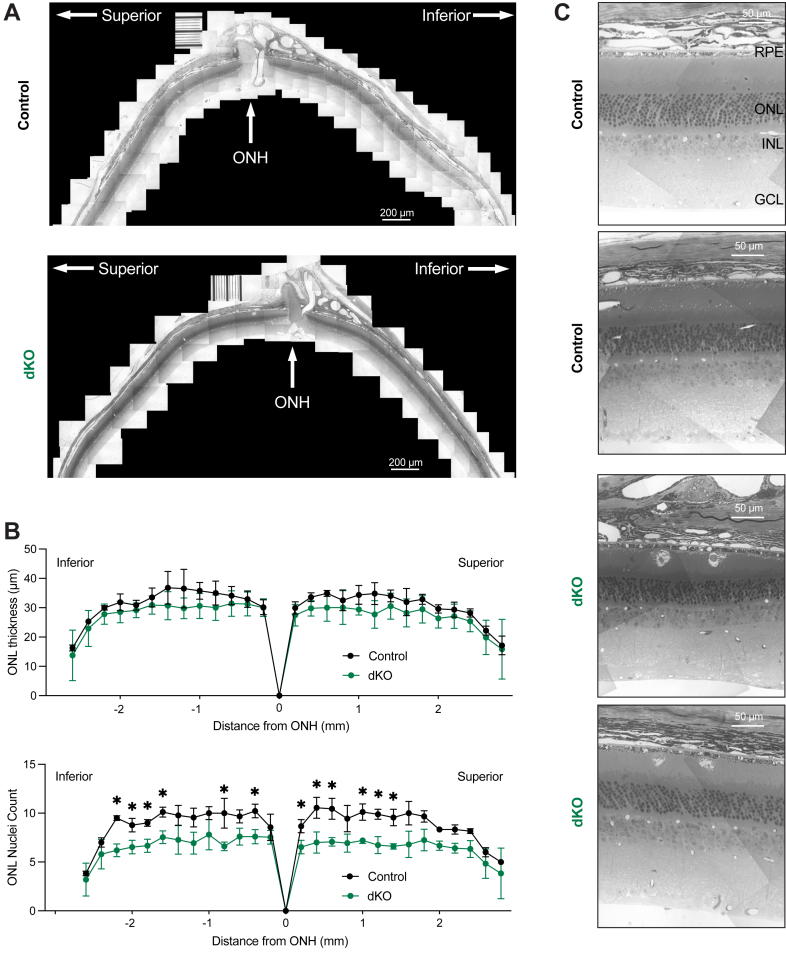
**Light microscopy of dKO mice reveals photoreceptor degeneration and subretinal pathology.***A*, representative stitched-light microscopy images of retinas from control mice (*upper*) and dKO mice (*lower*), 6 months post-induction. ONH, optic nerve head. Scale bars represent 200 μm. *B*, spider plot of ONL thickness (*upper*) and ONL nuclei count per column (*lower*) at various distances (μm) from the ONH, quantified from stitched-light microscopy images from control mice (*black*, n = 3 mice) and dKO mice (*green*, n = 5 mice). Statistical significance calculated by multiple unpaired *t* test with two-stage step-up FDR (Benjamini, Krieger, and Yekutieli). ONL thickness was not significant, ONL nuclei count was significant at multiple distances. *C*, magnified light-microscopy images reveal subretinal pathology in dKO animals. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; RPE, retinal pigment epithelium. Scale bars represent 50 μm. dKO, double knockout; FDR, false discovery rate.

To analyze the ultrastructural morphology of the RPE and photoreceptors in the same dKO animals 6 months after induction, we examined the RPE under transmission electron microscopy (EM). In control animals, we observed well-laminated photoreceptor outer segments and morphologically regular RPE organelles (Fig. 6). In contrast, dKO mice exhibited subretinal pathology (stars), attributable to either infiltrating macrophages/microglia or subretinal deposits, as well as basolateral vacuolization (arrows) (Fig. 6). The subretinal pathology was not observed in control animals, while some vacuoles were observed in control animals; the vacuoles were larger, more pronounced, and in some cases, nearly spanned the whole thickness of the cell from the basal side to the apical side.

**Figure 6:**
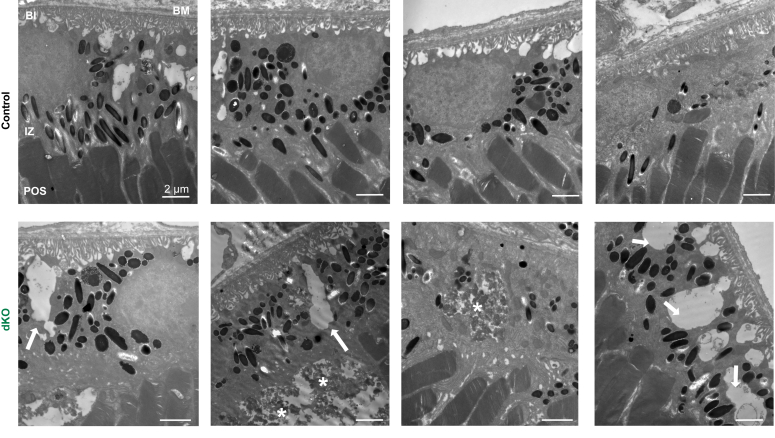
**Transmission electron microscopy (TEM) of dKO mice reveals RPE and outer segment pathology.** The RPE and retinas from dKO mice displayed basolateral vacuolization (*arrowheads*) and subretinal pathology (*stars*). Scale bars represent 2 μm. Bl, basal infoldings; BM, Bruch’s membrane; dKO, double knockout; IZ, interdigitation zone; POS, photoreceptor outer segments; RPE, retinal pigment epithelium.

### Single-cell RNA sequencing of dKO retinas reveals subtle transcriptomic changes

To identify dysregulated pathways and potential miR targets in the RPE and retina, we performed single-cell RNA-sequencing of RPE and retinas, analyzing 31,089 cells from five dKO mice and four control mice (Fig. 7*A*) 6 months post induction. 

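For this experiment, the retina of each mouse was dissociated with papain, and single cells were labelled over rounds of barcoding wells before sequencing (Evercode, a split-pool method). The dKO mice had received tamoxifen at 75 mg/kg and the control mice the corn oil vehicle on 5 days from postnatal day 28, and all sequenced mice carried the Cre and floxed alleles by their labels. Each mouse has a sample number, S01 to S04 for control mice and S05 to S09 for dKO mice. Samples S06 and S07 carry the same animal number in the labels and were treated as different mice, as the paper counts them. The files hold unique molecular identifiers (UMIs, 1 per captured RNA molecule) per gene and cell as whole counts without normalization, and the sum of each cell's counts equals the total listed beside it. Between 22401856 and 52232950 UMIs were counted per control mouse (median 48102321.5) and between 15079143 and 66528160 per dKO mouse (median 44045870), with a median of 7709 UMIs and 2729 genes per cell over all mice. The deposited cluster column holds the first-round barcoding well of each cell rather than a cell type, so the cell types were rebuilt. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes and 20 principal components were used, and Leiden clustering of the shared-neighbour graph at a resolution of 0.8 gave 47 clusters. A cluster was named after a cell type when at least 4 of that type's 5 markers were raised at least 4-fold over the median cluster and detected in at least 5% of its cells, and the mean log2 fold of the 5 markers was at least 3. It stayed unnamed when 4 or more markers of a further type were raised in this way with a mean log2 fold of at least 2, or when its 10 leading genes held more markers of other types than of its own (cluster 11). The markers were fixed before the data were examined, whereas these thresholds were chosen afterwards. In this way 23 clusters with 24435 cells were named, and the names stand for rod-like, RPE-like or Müller glia-like cells and so on. Harmony and MAST, which the authors used, were not used here. For each cell type, the counts of a mouse were summed over its cells, so that mice and not cells were the replicates, and dKO and control mice were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after normalization by the TMM method and removal of genes with low counts by filterByExpr. Neither *Mir204* nor *Mir211* is among the gene names of the matrix, so the deletion itself could not be checked in these data. Levels are given as CPM, the counts of a gene scaled to equal library totals.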

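The RPE-like cluster held 403 cells, with 183 from control and 220 from dKO mice and a median of 14122 UMIs per cell. Only mice with at least 10 such cells entered the comparison. Control mouse S04 had 0 among 2711 cells, which allows a share of up to 0.111%, and dKO mouse S05 had 5, so that 3 control and 4 dKO mice were compared in place of the planned 4 and 5. Their summed RPE counts ranged from 90382 UMIs in S07 to 3216756 in S06. Of 10275 genes tested, 0 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 539 had an unadjusted p below 0.05, of which 344 were higher in dKO. From the same counts, limma-voom also called 0 genes and DESeq2 called 21, of which 20 were higher in dKO. The alternative that moved the number most was the fit without a filter on low counts, with 185 genes. The share of RPE UMIs on a list of rod genes was 0.161% ± 0.0362 (SD, n = 3) in control and 0.265% ± 0.210 (SD, n = 4) in dKO mice (exact permutation test, two-sided, p = 0.714), and the value of S07, 0.579%, made most of this difference.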

Surprisingly, despite deletion of RPE miR-204 and miR-211, minimal transcriptomic changes were found in the RPE (417 cells, Fig. 7*B*). In RPE cells from dKO mice, there were three significantly upregulated genes, *Gdf11, Mlec*, and *Atp1a3*, along with four significantly downregulated genes, *Gm47469, Gm48606, Gm45895*, and *Adamts10* (Fig. 7*B*). 

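Per mouse, *Gdf11* (ENSMUSG00000025352, chromosome 10 of GRCm39 from 128718164 to 128727747) had 75.6 ± 6.45 CPM (SD, n = 3) in control and 137 ± 50.7 (SD, n = 4) in dKO RPE cells, a log2 fold change of 0.85 (standard error 0.32, unadjusted p = 0.0227, adjusted p = 0.842 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was above every control mouse in dKO mice S07, S08 and S09, while S06 had 73.1. *Mlec* had 35.0 ± 3.38 CPM (SD, n = 3) in control and 70.7 ± 27.8 (SD, n = 4) in dKO cells, with a log2 fold change of 1.00 (standard error 0.36, unadjusted p = 0.0184, adjusted p = 0.767 from the same edgeR test), and S06, at 33.6, again lay among the control mice. Mouse S07 had only 19 RPE cells, with 11 UMIs of *Gdf11* and 6 of *Mlec*, and 47.4% of these cells had *Xist* and no Y-linked UMI, against 1.61% of its Müller glia. Without S07 the log2 fold changes were 0.90 and 1.02.

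Among the lncRNAs, *Gm48606* (ENSMUSG00000113586, chromosome 12 from 16257734 to 16336120) fell from 57.7 ± 10.3 CPM (SD, n = 3) to 26.6 ± 15.2 (SD, n = 4), with a log2 fold change of -1.39 (standard error 0.37, adjusted p = 0.463). *Gm45895* (ENSMUSG00000110634, chromosome 8 from 96637202 to 96660670), a leading gene of the RPE cluster, had 1266 ± 348 (SD, n = 3) and 859 ± 302 (SD, n = 4) CPM, with a log2 fold change of -0.61 (standard error 0.36, adjusted p = 1.00). *Adamts10* had a log2 fold change of -0.98 (standard error 0.29, adjusted p = 0.538). *Gm47469* (ENSMUSG00000113047, chromosome 13 from 74699443 to 74712385) had 89 UMIs in control and 13 in dKO RPE cells, below the filter on low counts, and 72 of the 89 came from control mouse S01. With each mouse left out in turn, the log2 fold changes of *Gdf11* stayed between 0.58 and 1.12, of *Mlec* between 0.73 and 1.32, of *Adamts10* between -1.37 and -0.78 and of *Gm48606* between -1.76 and -1.02, while that of *Gm45895* ran from -0.83 to -0.36 (without S06) and that of *Gm47469*, as the ratio of mean CPM plus 1, from -2.32 (without S07) to -0.18 (without S01). All 7 genes changed in the direction shown in Fig. 7B. Of the 6 tested, 0 passed the threshold over all genes tested and 5 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on the same mice.

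**Figure D1:**
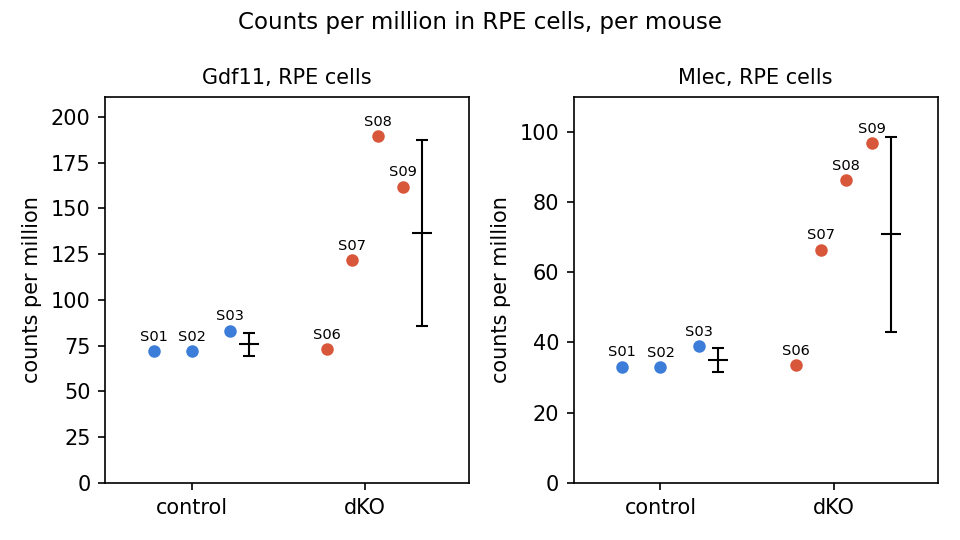
CPM of *Gdf11* and *Mlec* in the RPE cells of each mouse, with points for the 3 control and 4 dKO mice, a dash for the mean and bars for the SD. S06 lies among the control mice for both genes, at 73.1 and 33.6.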

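Matches to the seed shared by miR-204-5p and miR-211-5p were searched in every annotated 3′-UTR of protein-coding transcripts (GENCODE M39). The single 3′-UTR of *Gdf11* is 2811 bases long and holds 1 site that pairs with the whole seed (7mer-m8, AAAGGGA), on chromosome 10 from 128718347 to 128718353 on the minus strand, besides shorter matches that bring the number of 6mer or longer sites to 4. In the sequence around it, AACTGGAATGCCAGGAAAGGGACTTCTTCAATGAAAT, the site lies in the middle. *Mlec* has 3′-UTRs of up to 5166 bases with 2 such sites. One is an 8mer on chromosome 5 from 115283735 to 115283742, and the other is a 7mer-m8 from 115284466 to 115284472. *Adamts10*, which was lower in dKO RPE cells, has an 8mer site in some of its annotated 3′-UTRs as well. Across the annotation, 4333 of 19432 genes with a 3′-UTR have at least 1 site of either kind, so that a site by itself is common. Sites for the 3p strands were not analysed here.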

Two of the upregulated genes, *Gdf11* and *Mlec*, contained sequences in the 3′-UTR that could bind the miR-204/miR-211 5p or 3p seed sequences, while *Atp1a3* did not contain any canonical miR-204/miR-211 5p or 3p binding sites (Fig. 7*E*). Thus, *Gdf11* and *Mlec* may be *bona fide* primary targets of miR-204 and miR-211 mRNA regulation, while *Atp1a3* upregulation may be the result of a secondary process. 

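The tested RPE genes with at least 1 site of the 7mer-m8 or 8mer kind (2667 genes) were compared with 6854 other tested genes. The 3′-UTRs of those others hold neither kind, but some hold shorter matches. For the genes with a site the median log2 fold change was 0.019, against -0.018 for the genes without such a site. This shift was not past the threshold (camera with its preset inter-gene correlation, 3 control against 4 dKO mice, p = 0.268, direction up; not a permutation test), nor was it with fry (p = 0.234) or with an estimated correlation (p = 0.265). With sites in the longest 3′-UTR only, camera gave p = 0.217 (not a permutation test). Per mouse, each gene was set against the mean of the control mice, over 1961 genes with and 4515 without a site that had higher mean levels. The median of the genes with a site minus that of the others lay between -0.021 and 0.017 in the control mice. In the dKO mice it lay between 0.0058 and 0.11, with the highest value in S07. The control mice enter that mean, which draws their values together but not those of the dKO mice. These ranges therefore do not test a difference between the groups. The genes that the introduction names as interacting with the microRNAs (*Pax6*, *Meis2* and *Mitf*) or as regulated by them (*Ezr* and *Rab22a*), as 1 list fixed before the data were examined, gave p = 0.672 with fry, which tests whether a list moves as a whole, on the same mice (not a permutation of mice). From the rise of *Gdf11* and *Mlec* and the 5p or 3p seed matches in their 3′-UTRs, the paper proposes that these genes may be primary targets of the deleted microRNAs.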

Next, we analyzed the rod photoreceptors and Müller glia, as RPE-specific miR-204 and miR-211 deletion led to rod photoreceptor degeneration. 

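The rod-like clusters held 15172 cells and the Müller glia-like cluster 1979, and all 4 control and 5 dKO mice had enough of both. Of 12917 genes tested in rods, 0 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 233 had an unadjusted p below 0.05. limma-voom called 0 genes and DESeq2 called 2, *Sox30* and *Gm14216*, the second chosen for naming after its value was seen. Of 12740 genes tested in Müller glia, 0 passed with edgeR, limma-voom and DESeq2, and 242 had an unadjusted p below 0.05 with edgeR. Without a filter on low counts, edgeR called 5 genes in rods and 35 in Müller glia. The lowest p in rods among the genes labelled in Fig. 7C was that of *Sox30*, which had 3.72 ± 2.64 CPM (SD, n = 4) in control and 12.7 ± 1.47 (SD, n = 5) in dKO rods, a log2 fold change of 1.77 (standard error 0.32, adjusted p = 0.999 from edgeR's test). It was higher in every dKO mouse than in every control mouse (exact permutation test, two-sided, p = 0.00794, the smallest that 4 mice against 5 allow), and without control mouse S01 its adjusted p was 0.00434, while over all alternatives it ran from 1.13e-04 to 1.00. Of the 11 genes labelled in Fig. 7C, 8 had enough counts to be tested, and all of these changed in the direction the figure shows. *Cdk2ap1* (log2 fold change -1.49) was set by mouse S01, with 27.1 CPM, and without it the value was -0.00084. *Usp9y*, below the filter, had 463 UMIs in dKO rods, of which 450 were in S07.

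In Müller glia, the lowest p among the genes labelled in Fig. 7D were those of *Kcnn2*, with a log2 fold change of -1.199 (standard error 0.37, unadjusted p = 0.00550 from edgeR's test), and of *Gm12248*, with 1.81 (standard error 0.59, unadjusted p = 0.00768), which was 4.46 without control mouse S01. *Fkbp5* had a log2 fold change of -1.76, which was -0.37 without control mouse S02, and *Inpp4b* had -0.97 (standard error 0.47). *Uty* and *Kdm5d* lie on the Y chromosome and had between 1.202 and 1.76 and between 0.401 and 0.874 CPM in 6 of the 9 mice, whereas S04, S05 and S07 had 171, 214 and 201 for *Uty* and 63.5, 128 and 86.2 for *Kdm5d*. For *Ighv1-62*, there were 0 UMIs in control and 50 in dKO Müller glia, 45 of them in S08. The counts pooled over mice are at least 12.1-fold higher in dKO, taking 3 counts over the control group as the limit. That limit covers counting error and not the spread between mice (exact permutation test over mice, two-sided, p = 0.444). Adjusted over the list alone, 5 of 8 tested genes in rods and 2 of 8 in Müller glia passed, against 0 and 0 over all genes tested, and both lists came from these same mice.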

Again, despite ongoing degenerative and inflammatory processes, a relatively small number of genes were differentially expressed in rod photoreceptors (15,414 cells, Fig. 7*C*) and Müller glia (2126 cells, Fig. 7*D*). 

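*Gm48606* and *Gm47469* are annotated as lncRNAs, and *Rn7sk* encodes the 7SK small nuclear RNA. In Müller glia, *Gm48606* had a log2 fold change of -2.502 (standard error 1.06, adjusted p = 1.00 from edgeR's test). Control mice S01, S02 and S03 and dKO mouse S07 had between 101 and 146 CPM, whereas S04 and the other dKO mice had between 0 and 2.21. For *Gm47469* the log2 fold change in Müller glia was -1.16 (standard error 0.51), and without control mouse S01, which had the highest level, it was 0.12. As a mean change per mouse of log2 CPM plus 1 over all 9 mice it was 0.29. In RPE cells 4 dKO mice had between 7.67 and 44.3 CPM of *Gm48606*, and the control mice had between 45.9 and 64.4. *Rn7sk* had a log2 fold change of 2.39 (standard error 0.97, unadjusted p = 0.0292) in rods and 1.24 (standard error 0.69, unadjusted p = 0.0939) in Müller glia by the same edgeR test. In rods, S07 had 603 CPM of *Rn7sk* and the other dKO mice between 11.2 and 51.7. Without S07, the log2 fold change of *Rn7sk* was 0.059 in rods and 0.038 in Müller glia. Whether the changes differed between cell types was tested per mouse on log2 of CPM plus 1. The change in RPE minus that in Müller glia was 2.58 for *Gm48606* (exact permutation test over 3 control and 4 dKO mice, two-sided, p = 0.143) and -0.42 for *Gm47469* (exact p = 0.686), and the change of *Rn7sk* in rods minus that in Müller glia was 0.12 (exact p = 0.746). Over the 6 comparisons of this kind, the adjusted p was 0.643 for *Gm48606* and 0.80 for the others named.

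**Figure D2:**
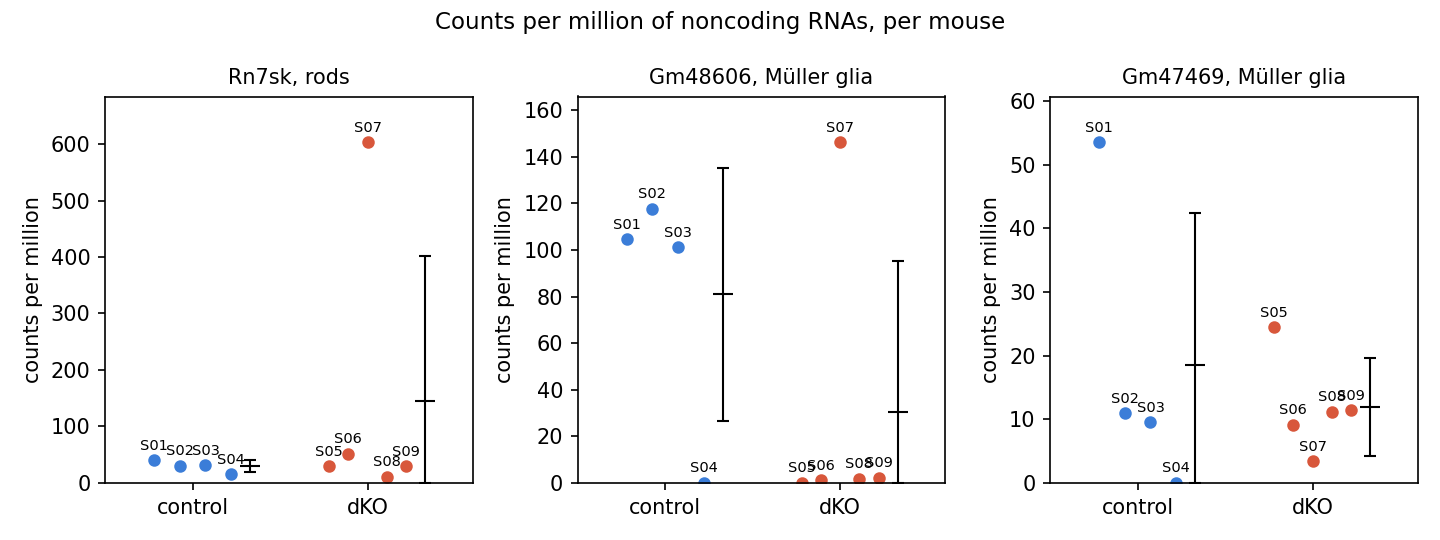
CPM of *Rn7sk* in rods and of *Gm48606* and *Gm47469* in Müller glia, with points for the 4 control and 5 dKO mice, a dash for the mean and bars for the SD, drawn down to 0 at most. S07 stands apart for *Rn7sk* at 603, and S01 has the highest *Gm47469* value.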

Intriguingly, two long noncoding RNAs (lncRNAs), *Gm48606* and *Gm47469*, were both downregulated in RPE and Müller glia (Fig. 7, *B* and *D*), while *Rn7sk* was upregulated in both rod photoreceptors and Müller glia (Fig. 7, *C* and *D*). Lastly, we confirmed that deletion of miR-204 and miR-211 did not significantly affect the expression of *Trpm1* and *Trpm3* in our sequencing data, as compared to *Gdf11* (Fig. 7*F*).

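In RPE cells, *Trpm1* (ENSMUSG00000030523) had 201 ± 142 CPM (SD, n = 3) in control and 282 ± 145 (SD, n = 4) in dKO mice, a log2 fold change of 0.48 (standard error 0.48, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trpm3* had 17247 ± 1285 (SD, n = 3) and 16591 ± 6801 (SD, n = 4) CPM, a log2 fold change of -0.067 (standard error 0.48, adjusted p = 1.00). Leaving out each mouse in turn gave log2 fold changes between 0.016 and 1.102 for *Trpm1* and between -0.33 and 0.20 for *Trpm3*, so that the sign of the latter was not fixed. As a mean over cells scaled to 10000 UMIs, *Gdf11* was 0.752 in control and 1.63 in dKO RPE cells, *Trpm1* 1.86 and 3.10, and *Trpm3* 167 and 149. With 3 against 4 mice and these standard errors, a change of the size of that in *Gdf11* could not have been excluded for either host gene.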

**Figure 7:**
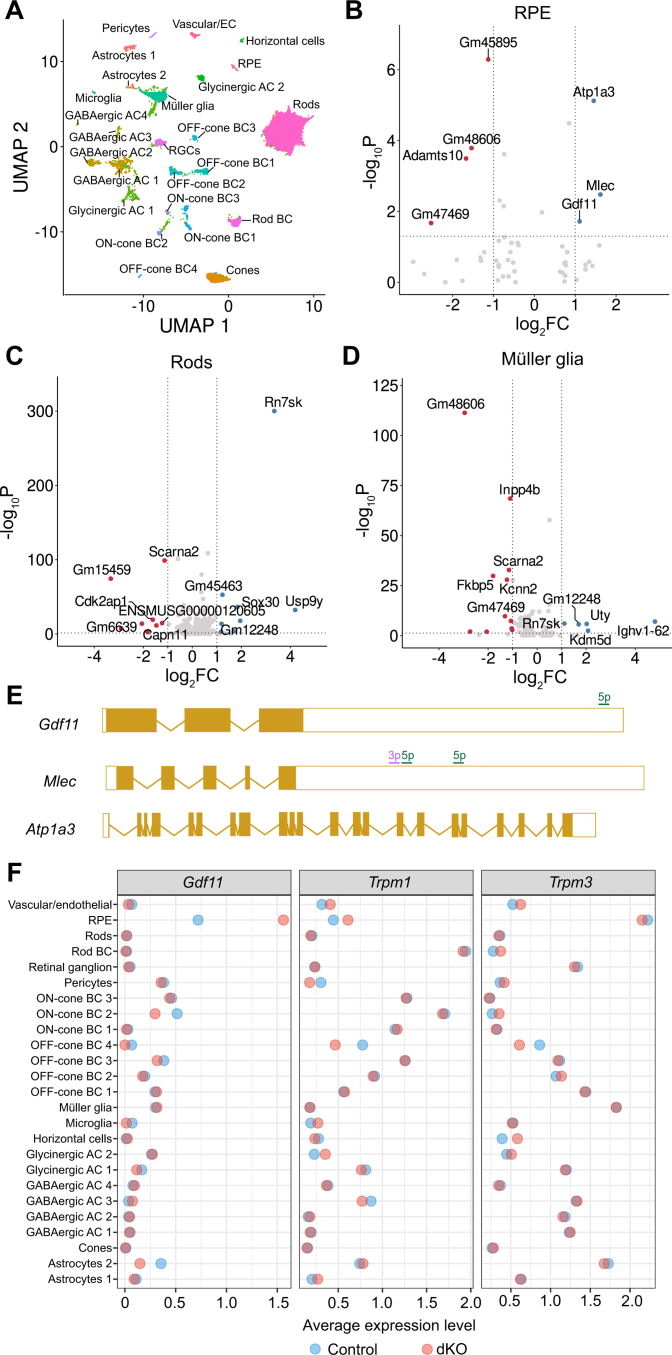
**Single-cell RNA sequencing of retina and RPE in dKO and control animals.***A*, merged uniform-manifold approximation and projection (UMAP) clustering from analysis of retinas from four control and five dKO mice, totaling 31,089 cells. *B*, volcano plots of differentially expressed genes in RPE cells (417 cells). *C*, volcano plots of differentially expressed genes in rod photoreceptors (15,414 cells). *D*, volcano plots of differentially expressed genes in Müller glia (2126 cells). *E*, MiR-204/211 family binding sites in upregulated mRNA from the RPE. Exons are shaded, while 5′- and 3′-UTRs are unshaded. 5p binding sites are indicated in *green*, 3p binding sites are indicated in *purple*. *F*, lollipop plots demonstrate significant upregulation of *Gdf11* (*left*) in dKO RPE (*red*) *versus* control RPE (*blue*). Lollipop plots demonstrate unaltered *Trpm1* (*middle*) and *Trpm3* (*right*) expression in dKO (*red*) *versus* control (*blue*) retinas. dKO, double knockout; GDF11, growth differentiation factor 11; RPE, retinal pigment epithelium.

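Besides rods, Müller glia and RPE, the named clusters held 2499 amacrine-like, 2220 cone-like, 930 rod bipolar-like, 649 ganglion-like, 249 horizontal-like, 185 pericyte-like and 149 microglia-like cells. The remaining clusters were left without a name. Per mouse, rods made up 50.8% ± 22.8 (SD, n = 4) of the cells of control and 49.4% ± 20.1 (SD, n = 5) of dKO mice (exact permutation test, two-sided, p = 0.944). Cones were 7.77% ± 2.81 (SD, n = 4) and 6.82% ± 1.49 (SD, n = 5; exact p = 0.492), Müller glia 5.87% ± 3.48 and 6.31% ± 4.58 (exact p = 0.905), microglia 0.431% ± 0.258 and 0.548% ± 0.291 (exact p = 0.563), and RPE 1.23% ± 0.827 and 1.22% ± 0.813 (exact p = 0.984). All 5 comparisons had an adjusted p of 0.984. The spread came from mice S04, S05 and S07, with 84.6%, 68.6% and 73.6% rods, against 31.0% to 43.8% in the other mice. The same mice had medians of 4775, 4863 and 5412.5 UMIs per cell, against 8118 to 10340 in the others, and a rod had fewer UMIs (median 4645) than a Müller glia-like cell (median 15077).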

## Discussion

In this study, we investigated whether the conditional deletion of two miRs highly expressed in the RPE resulted in altered RPE physiology and subsequent retinal degeneration. The two miRs, miR-204 and miR-211, were previously shown to maintain numerous eye functions in the RPE, retina, and other ocular tissues such as the ciliary body and iris. However, because other studies performed single, global KOs of only one or the other of these two highly homologous miRs, those studies may have been confounded in the interpretation of their roles in maintaining normal physiological function by the effect on the developing eye and RPE, or by compensation from the homologous miR. We hypothesized that deletion of these two miRs together specifically in the RPE after development would alter RPE physiology and lead to subsequent neural retinal degeneration.

We demonstrated conditional deletion of miR-204 and miR-211 in the RPE in the developed retina after administration of tamoxifen to the RPE65-driven Cre dKO animals at postnatal day 28. After miR-204 and miR-211 deletion in the RPE, we observed a progressive retinal degeneration. Even though the two miRs are expressed in multiple cell types throughout the eye, RPE-specific deletion primarily led to photoreceptor death. This is further evidence of the critical role the RPE plays in supporting photoreceptor health and function, as dysfunction of the RPE propagated to the photoreceptors. Visual function, measured by ERG, was slightly affected by the degeneration, but was accompanied by more severe anatomical degeneration, quantified by OCT and tissue histology. It is likely that if the degeneration proceeded for a longer period of time, we would observe a larger decline in the electrophysiology in rods and perhaps cones. These changes were evident at an ultrastructural level, as the organization and structure of the RPE and RPE-photoreceptor interface was altered in EM images collected from dKO mice. We also observed a chronic inflammatory process in the RPE-photoreceptor interface, presumably secondary to an inflammatory or degenerative signal from stressed photoreceptors which recruited Iba-1-positive macrophages/microglia into the subretinal space. However, another possibility is that miR-204 and miR-211 in the RPE could directly promote an antiinflammatory environment.

We performed single-cell RNA sequencing of the RPE and retina to determine mechanisms of RPE dysfunction, photoreceptor damage, and potential miR-regulated targets in the RPE. However, in our single-cell RNA sequencing, we were surprised that in a degenerative state with inflammatory immune cell recruitment and photoreceptor death, we recovered unexpectedly few differentially expressed genes. It is conceivable that this result could have been due to a relatively lower number of RPE cells in the tissue sample, leading to lower power. However, even the rod photoreceptors, which are the most abundant cell type in the retina and in the data set, and the ones most heavily affected by the degeneration, showed relatively few differentially expressed genes. 

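The number of RPE-like cells per mouse was 64, 61, 58 and 0 in control mice S01 to S04 and 5, 88, 19, 54 and 54 in dKO mice S05 to S09. To see what such numbers can show, counts were simulated with the means, library sizes and dispersions of the RPE data and a known change in a set of genes. EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment recovered 36% of the genes changed by 1 on the log2 scale and 94% of those changed by 2. In simulated rods the recovery was 84% and 98.5%, and in simulated Müller glia 72% and 93%. The simulation takes the spread between mice from the fitted trend, so a gene that varies more than the trend would be found less often. It also changed many genes at once. At a change of 1, 195 of them were tested in simulated RPE cells, 198 in rods and 194 in Müller glia. Many changed genes ease the adjusted threshold, so a change in only a few genes would be found less often than these shares say.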

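In rods each mouse contributed between 991 and 3463 cells and between 4992838 and 24832727 UMIs. Summed counts of every mouse thinned to the smallest total still gave 0 genes with an adjusted p below 0.05 in rods (edgeR, 251 genes with an unadjusted p below 0.05). Without control mouse S01, 1 gene passed in rods, *Sox30*, and with each other mouse left out, 0 did. The list of gliosis genes fixed before the data were examined (*Gfap*, *Vim*, *Lcn2*, *Serpina3n*, *C4b*, *Edn2*, *Stat3* and *Cp*) gave p = 0.409 with fry in rods and p = 0.262 in Müller glia (9 mice, not a permutation test), both in the direction up, with 5 and 6 of its genes tested. A list of glucocorticoid-induced genes that includes *Fkbp5*, whose value in Fig. 7D had been seen, gave p = 0.491 with fry in Müller glia, 0.643 in rods and 0.123 in RPE (not a permutation test). A list of clock genes gave 0.616, 0.621 and 0.155 in the same cell types. Over the 9 list tests the adjusted p was 0.672 throughout. camera with its preset correlation gave unadjusted p of 0.0130 for the glucocorticoid and 0.0344 for the clock list in RPE, for which fry gave higher values, and which had adjusted p of 0.117 and 0.145.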

The two potential miR-regulated protein-coding genes in the RPE were *Gdf11* and *Mlec*. *Gdf11* produces the protein growth differentiation factor 11 (GDF11), a member of the transforming growth factor beta superfamily of secreted signaling proteins. GDF11, also known as bone morphogenic factor 11, was previously shown to regulate retinal progenitor differentiation in the developing retina (41). As a secreted factor, GDF11 could be an intercellular communication mechanism in this degenerative process, or a chemotactic signal for infiltrating immune cells. However, proteins from dying photoreceptors are sufficient to recruit immune cells into the subretinal space, implying that GDF11 may play another role in this pathology, as reports from other organ systems indicate that GDF11 is pleiotropic and can promote muscle and neural regeneration. The other differentially regulated gene, *Mlec*, encodes malectin, an endoplasmic reticulum-expressed carbohydrate protein shown to bind N-glycosylated proteins (42). Altered glycosylation of extracellular proteins may also play a role in disrupting RPE-photoreceptor crosstalk or in regulating endoplasmic reticulum stress in altered proteostasis (43). Many of the additional genes identified as being differentially regulated in all clusters were lncRNAs, but relatively little is known about the role of lncRNAs in the cell biology of the RPE and retina (44). We also examined the Müller glia compartment, as this cell type also closely supports the neural function of the retina. It is known that Müller glia and photoreceptors can directly communicate, such as through the alternative visual cycle (45), though the exact mechanisms through which this occurs are poorly understood. This interaction among the three cell types could explain why some genes were apparently coregulated in the RPE, photoreceptors, and Müller cells. These parallel changes in lncRNAs are more likely to be a common response to degeneration, rather than deregulation post KO, as the differential expression in multiple cell types points to an association with a pathological state.

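*Gm48606* was measured in other cells as well, chosen after its levels were seen. A cluster without a name, cluster 20, had more of it than Müller glia, with 390 CPM on average in control and 546 in dKO mice. Over the 3 control and 5 dKO mice with at least 10 cells of this cluster, the mean change of log2 CPM plus 1 was 0.18 there and -4.46 in Müller glia of the same mice, a difference of -4.64 (exact permutation test, two-sided, p = 0.143). In cluster 21 the change was 0.084 and in cluster 23, with 3 control and 4 dKO mice, 0.70. *Rn7sk* was highest in mouse S07 in 26 of the 26 cell types and clusters with at least 100 UMIs of it, and *Gm47469* was highest in S01 in 7 of 7. From the parallel changes of these lncRNAs in more than 1 cell type, the paper reasons that a common response to degeneration is more likely than deregulation through the knockout.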

Why, then, are these miRs so highly expressed in the RPE and retina, when the effect of their deletion on gene regulation was relatively modest? One potential explanation is that lncRNAs, other noncoding RNAs, and miRs interact cooperatively to regulate cellular function in a way that could be resistant to perturbation. It is also possible that miR expression in higher animals in normal physiology merely fine-tunes gene expression, and loss of this adjustment mechanism results in a very gradual degradation of the tissue. In contrast with less complex organisms such as *C. elegans*, higher order mammals such as mice have evolved additional regulatory networks and modules that reduce the need for miR regulation of gene expression. While miRs have been shown to play a key role during development and in states such as infection and cancer (46), they are potentially less critical within a homeostatic context. Another possibility is that there are additional unidentified members of the miR-204/miR-211 family, or that other miR families can regulate the target genes of miR-204 and miR-211. Alternatively, miR-204 and miR-211 loss could be alternatively compensated for by unidentified genetic mechanisms, as their deletion is seemingly tolerated relatively well in the mouse. It is also possible that while our Cre animal was highly (>99%) efficient, it may not have been 100% efficient, leading to a residual amount of miR-204 and miR-211 that maintained RPE physiology. Lastly, another potential explanation is the relative importance of the TRP ion channels TRPM1 and TRPM3, which are coregulated with miR-204 and miR-211. TRPM1 and TRPM3 have well-known roles in retinal physiology and phototransduction, as they are highly expressed in bipolar cells (BCs) and *TRPM1* mutations lead to congenital stationary night blindness, but these channels are less well characterized in the RPE (47). In one study, TRPM3 deletion in the murine retina did not lead to a change in scotopic or photopic ERG, though animals in this study were only studied between postnatal days 21 to 50 (48). While TRPM1 and TRPM3 have not been definitively linked to specific roles in the RPE, it could be that it is the TRP channels that are required by the RPE, while the miRs play a lesser role. In our study, *Trpm1* and *Trpm3* expression were unchanged in our RNA-seq dataset, so the retinal degenerative phenotype can be linked conclusively to the loss of miR-204 and miR-211; however, this does not preclude a larger role for the TRP channels in the RPE.

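Among the cell types and clusters with at least 10 cells in at least 3 mice of each group, the lowest p for *Trpm1* was in cluster 11, which has no name (log2 fold change 1.97, standard error 0.59, 3 control and 3 dKO mice, unadjusted p = 0.00702 from edgeR's quasi-likelihood test, adjusted over clusters by Benjamini-Hochberg 0.211). For *Trpm3* the lowest adjusted p over clusters was 0.172. In rod bipolar-like cells, where *Trpm1* had 8332 ± 807 CPM (SD, n = 4) in control and 7567 ± 1799 (SD, n = 5) in dKO mice, its log2 fold change was -0.15 (standard error 0.20). In Müller glia, *Trpm3* had 6670 ± 97.7 (SD, n = 4) and 6564 ± 527 (SD, n = 5) CPM, a log2 fold change of -0.032 (standard error 0.089).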

To summarize, the conditional deletion of miR-204 and miR-211 in the adult murine RPE resulted in progressive retinal degeneration of photoreceptors. Thus, deletion of miRs in the adult eye specifically in RPE can lead to the loss of photoreceptors, which has only previously been shown to occur in global KO conditions. This indicates that miR-204 and miR-211 play a role in maintaining normal physiology apart from their role in regulating ophthalmic development. While the major targets and mechanisms by which RPE dysfunction resulted in photoreceptor cell dysfunction and death remain incompletely resolved, this work highlights how the intertwined RPE-photoreceptor system works cooperatively as a functional unit and how perturbation of the RPE leads to photoreceptor death. Further work may elucidate the exact mechanisms by which the RPE, photoreceptors, and Müller glia communicate their homeostatic states. Additionally, further technological progress in enabling higher resolution single-cell analysis of both coding and noncoding RNA in the RPE could more completely define the roles of these two miRs in the RPE and for maintaining cellular health.

## Experimental procedures

### Animals

C57BL/6J (“WT”) mice were purchased from the Jackson Laboratory (#000664). RPE65-ERT2-Cre mice were generated at the University of California, Irvine (35), and are also available from the Jackson Laboratory (#035973). The miR-204^fl/fl^ (Jackson Laboratory, #039332) and miR-211^fl/fl^ (Jackson Laboratory, #039333) mouse lines were constructed under contract by InGenious Targeting Laboratory with standard techniques and deposited at the Jackson Laboratory. C57BL/6 bacterial artificial chromosome (BAC) clones were subcloned *via* homologous recombination into targeting vectors with loxP sites flanking the miRs and a flippase recognition target (FRT)-flanked reverse strand neomycin cassette downstream of the miRs (sequences in Tables S2 and S3). The targeting vector was then linearized before electroporation into Flp-embryonic stem cells. Electroporated embryonic stem cells were then microinjected into BALB/c blastocysts and mice with high levels of chimerism were then mated to C57BL/6 mice to produce germline neomycin-deleted offspring. The locus was then sequenced and founders were screened for the *Crb1*^*rd8*^ mutation.

All mouse strains were housed in the vivarium at the University of California, Irvine, where they were maintained on a normal mouse chow diet and a 12 h/12 h light/dark cycle. Cre induction was performed by five sequential days of injection of tamoxifen (Sigma-Aldrich #T5648) dissolved in corn oil at 20 mg ml^–1^ and administered intraperitoneally at 75 mg kg^–1^. All animal procedures were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine. All animal procedures were conducted in accordance with the National Institutes of Health guidelines for the care and use of laboratory animals, and with the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Visual Research.

### PCR

For routine-genotyping PCR, tissue from mouse ear punches was lysed overnight at 55 °C in DirectPCR Ear Lysis Buffer (Viagen Biotech #401-E) supplemented with proteinase K (Viagen Biotech #501-PK). Proteinase K was deactivated by incubation at 85 °C for 45 min. End point PCR was conducted with Promega GoTaq G2 master mix (M7822, Promega). Primers and cycling conditions are indicated in Table S1.

### RPE dissociation and genomic DNA and RNA isolation

Mouse eyes were dissected under a light microscope to separate the posterior eyecup (containing the RPE, choroid, and sclera) from the neural retina and anterior segment. Retinas and RPE were placed into QIAzol reagent and nucleic acids isolated with a miRNeasy Mini kit (Qiagen #217004), AllPrep Micro DNA/RNA kit (Qiagen #80284), or a DNeasy Blood and Tissue kit (Qiagen #69504).

### qPCR

miRNA qPCR was conducted with the Qiagen miScript II kit (Qiagen #218073), according to the manufacturer instructions. Briefly, total RNA isolated with the miRNeasy Mini kit was quantified by Nanodrop UV absorbance, and input for the reverse transcription reaction was normalized across samples. Complementary DNA was then produced in miScript HiFlex buffer and diluted with water before qPCR. Reactions for qPCR were set up with 2× QuantiTect SYBR Green PCR Master Mix (Qiagen), along with the 10× Universal Primer and either miR-204 (Qiagen #MS00032557) or miR-211 primers (Qiagen #MS00001897) predesigned by Qiagen to discriminate between the two miRs. In a control reaction, GAPDH primers were utilized. Reaction mixtures were then dispensed into a 384-well plate (Bio-Rad) and processed on a CFX384 Touch Real-Time PCR system (Bio-Rad) under the following conditions: 95 °C, 15 min; then 40 cycles of 94 °C, 15 s; 55 °C, 30 s; 72 °C, 30 s; and a 65 °C to 95 °C melt curve. Data were analyzed *via* the ΔΔCt method.

### Light and electron microscopy

Mice were euthanized under anesthesia, and tissues were fixed by intracardiac perfusion with 2% formaldehyde and 2.5% glutaraldehyde in 0.1 M Na phosphate buffer, pH 7.2. The nasal and temporal hemispheres of each eyecup were fixed additionally in 1% osmium tetroxide dissolved with 0.1 M Na phosphate, then dehydrated in a graded series of alcohols. The temporal hemispheres were embedded in an Epon/Araldite mixture (5 parts/3 parts) for light microscopy. The nasal hemispheres were cut into quadrants and embedded in Araldite 502 (Ted Pella) for EM. Oculus dexter (OD, right eye) was prepared for EM, and oculus sinister (OS, left eye) was prepared for light microscopy. Ultrathin sections for EM and semithin sections for light microscopy were cut on a Leica Ultracut ultramicrotome. The sections for EM were collected on copper grids and stained with UranyLess (#22409 EMS) and lead citrate (#22410 EMS) before viewing on a JEOL JEM—100CX II Electron Microscope. Electron microscopic images were acquired from the inferior-nasal quadrant sections. Light microscopy sections were viewed on a Zeiss Axiophot Microscope and acquired with RSImage+. Images were analyzed and stitched using ImageJ (https://imagej.net/ij/index.html) and TrakEM (https://github.com/trakem2/TrakEM2).

### Electroretinography

Prior to ERG recording, mice were dark adapted overnight. Under a red safety light, mice were anesthetized by intraperitoneal administration of a cocktail consisting of 20 mg ml^–1^ ketamine and 1.6 mg ml^–1^ xylazine in PBS at a dose of 100 mg kg^–1^ of ketamine and 8 mg kg^–1^ of xylazine. Their pupils were dilated with topical administration of 1% tropicamide ophthalmic solution (Akorn; 17478-102-12) and 10% phenylephrine ophthalmic solution (MWI Animal Health #054243), followed by hypromellose (Akorn; 9050-1) for hydration. Each mouse was placed on a heated Diagnosys Celeris rodent-ERG device (Diagnosys LLC). Ocular stimulator electrodes were placed on the corneas, the reference electrode was positioned subdermally between the ears, and a ground electrode was placed in the rear leg. For single-flash scotopic ERG recording, the duration of the green-light flash stimuli (from 20 μsec to 1 msec) was adjusted to provide a range of illumination intensities from −3.7 to 2.3 log (cd·s m^–2^). For each intensity, 3 to 20 recordings were made at sufficient intervals between flash stimuli (from 3 to 90 s) to allow recovery from any photobleaching effects. The photopic ERG recordings were performed after bleaching at 1.4 log (cd·s m^–2^) for 10 min. For photopic ERG, the cone response was measured at four different light intensities (−0.7–2.3 log (cd·s m^–2^)) in the presence of rod-desensitizing white-light background. After recording, the mice were placed on a heating pad and anesthesia was reversed with intraperitoneal atipamezole (2.5 mg kg^–1^, MWI Animal Health #032800). Data were analyzed with Espion V6 software (Diagnosys LLC, https://info.diagnosysllc.com/software).

### OCT and SLO

Mice were anesthetized by intraperitoneal administration of a cocktail consisting of 20 mg ml^–1^ ketamine and 1.60 mg ml^–1^ xylazine in PBS at a dose of 100 mg kg^–1^ of ketamine and 8 mg kg^–1^ of xylazine. Their pupils were dilated with 1% tropicamide, and the mice were placed on a warming pad. SLO images were first acquired to obtain whole-fundus images *in vivo*. A Heidelberg Retinal Angiograph II (Heidelberg Engineering) in the fluorescence mode was used to acquire the images, focused on the most concentrated autofluorescent spots in each eye, which were then analyzed qualitatively. OCT was then performed on the same animal with a Bioptigen spectral-domain OCT device (Leica Microsystems Inc). After imaging, the mice were placed on a heating pad and anesthesia was reversed with intraperitoneal atipamezole (2.5 mg kg^–1^, MWI Animal Health #032800). Four frames of OCT b-scan images were acquired from a series of 1200 a-scans. Retinal ONL thickness was measured 500 μm away from the optic nerve head in four retinal quadrants (nasal, temporal, superior, and inferior), using a ruler tool in ImageJ (NIH, v1.52a, https://imagej.net/ij/index.html). ONL thickness was averaged over the four retinal quadrants for all of the analyses.

### RPE flatmounts

Mice were euthanized by CO_2_ inhalation followed by cervical dislocation, and dissection and staining were performed as previously described (39). Briefly, the superior position of the eye was marked on the cornea with a blue Sharpie; globes were enucleated and fixed in PBS-buffered 4% paraformaldehyde (PFA) for 10 min. After fixing, eyes were washed three times in PBS for 3 min and placed on a microscope slide. Muscles, fat, and optic nerve were removed from the globe, followed by a puncture in the center of the cornea with a 25-gauge needle. Cohan-Vannas spring scissors (Fine Science Tools) were used to make four symmetric radial incisions starting from the center of the cornea and ending directly before the optic nerve head. The lens and vitreous were removed, and the eyecup was oriented with the sclera side facing up, and flattened. The corneal flaps were removed, and the superior position was marked by making a small triangular cut. The RPE-eyecup was gently peeled off the retina and flattened on a new slide and further fixed in PBS-buffered 4% PFA for 30 min. Finally, all flatmounts were washed three times in PBS for 5 min and used for immunofluorescence staining.

RPE-eyecup flatmounts were incubated in a blocking buffer consisting of 3% bovine serum albumin with 0.3% Triton X-100 in PBS for 2 h at 22 °C. Next, rabbit anti-Iba1 Ab was added at 1:1000 dilution (#019-19741, Fujifilm Wako) in blocking buffer overnight at 4 °C, in a humidified chamber. Then, the primary Ab was removed with five rinses of PBS containing 0.3% Triton X-100. Flatmounts were incubated with a secondary goat anti-rabbit IgG Alexa Fluor 594 Ab (#A11037, Invitrogen) at 1:500 dilution in blocking buffer for 2 h at 22 °C, and then rinsed four times with PBS containing 0.3% Triton X-100. The RPE-eyecup flatmounts were incubated in Phalloidin Alexa Fluor 488 (#A12379, Thermo Fisher Scientific) at 1:1000 dilution in blocking buffer for 30 min at 22 °C, and then rinsed four times with PBS containing 0.3% Triton X-100, and once with PBS. Finally, specimens were mounted with Vectashield medium with 4′,6-diamidino-2-phenylindole (DAPI) (#H-2000; Vector Lab) and protected with coverslips. Images were captured with a Z-stack mode using a Keyence BZ-X800 microscope (Keyence Corp).

### Immunohistochemistry

Mouse eye cups were fixed for 1 h in PBS containing 4% (wt/vol) PFA (Sigma-Aldrich) at room temperature. After fixation, the eye cups were incubated sequentially in PBS containing 10, 20, or 30% (wt/vol) sucrose (Sigma-Aldrich) for 30 min at room temperature. Then, the eye cups were infiltrated with a 2:1 mixture of PBS containing 30% sucrose and optimal cutting temperature compound (VWR International) and frozen with dry ice. Retinal sections were cut at a thickness of 12 μm and stored at −80 °C until use. The retinal sections were rehydrated with PBS and blocked with PBS containing 5% (vol/vol) goat serum (Thermo Fisher Scientific) and 0.2% (vol/vol) Triton X-100 (Sigma-Aldrich). After blocking, the retinal sections were incubated with the appropriate primary antibodies diluted in PBS containing 5% (vol/vol) goat serum and 0.1% (vol/vol) Triton X-100 (Sigma-Aldrich) overnight at 4 °C. The primary antibodies used for immunohistochemistry were an anti-ezrin antibody (1:400, Abcam, ab4069), an anti-GFAP antibody (1:300, Cell Signaling Technology, 3670S), an anti-IL-6 antibody (1:500, Abcam, ab233706), and an anti-PDE6B antibody (1:500, Thermo Fisher Scientific, PA1-722).The next day, the retinal sections were washed 3 times in PBS for 5 min each and then incubated with an Alexa Fluor 647–conjugated goat anti-mouse IgG (1:300, Thermo Fisher Scientific, A28181) or Alexa Fluor 488-conjugated goat anti-rabbit IgG (1:300, Thermo Fisher Scientific, A10034) for 2 h at room temperature in the dark. The retinal sections were washed 3 times in PBS for 5 min each and then mounted with VECTASHIELD Mounting Medium for imaging. Fluorescence images were acquired with a Keyence BZ-X800 All-in-One fluorescence microscope.

### Single-cell RNA-sequencing

#### Cell dissociation and fixation

Eyes were enucleated for retinal tissue isolation. After removing the anterior chamber and lens, retinal cells were dissociated using the Papain Dissociation System (#LK003153, Worthington Biochemical). In each group, two retinas from 1 mouse were combined and used as one sample. The standard dissociation protocol included with the Papain Dissociation System was used to dissociate pairs of retinas from single animals using half of the suggested volumes listed in the protocol for all steps following the initial 20-min papain digestion. The resulting single-cell pellets were resuspended in 1 ml of chilled, filter-sterilized PBS for counting before proceeding to single-cell fixation. Each retinal single-cell suspension was fixed using Parse Biosciences Evercode Cell V2 Fixation kits, following the standard provided protocol (Parse Biosciences). Each fixed, single-cell suspension was frozen in a −80 °C freezer immediately after fixation, using a Nalgene “Mr Frosty” isopropanol freezing container (Thermo Fisher Scientific, #5100-0001).

#### Library preparation and sequencing

The fixed single-cell suspensions were defrosted and barcoded using the Parse Biosciences Evercode WT v2 library preparation protocol (Parse Biosciences). For each sample, approximately 4000 cells were barcoded using the Evercode WTK v2 barcoding plate. A total of 31,089 barcoded cells were sequenced on an Illumina NovaSeq 6000 at a read depth of approximately 50,000 reads/cell. In total, eight sublibraries were constructed and sequenced. Standard quality control metrics were assessed by the UCI Genomics Research and Technology Hub following sequencing.

#### Bioinformatics

To generate gene-expression matrices, fastq files were processed and mapped to the GRCm39.109 reference genome, using the Parse Biosciences split-pipe v1.0.4 with default parameters (Parse Biosciences). The downstream analysis was performed using the R 4.2.2 and Seurat v4.3.0 R package (49). Low-quality cells with less than 200 genes were detected and all genes expressed in less than three cells were removed, leaving 31,089 cells and 37,725 genes for further analysis. 

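In the deposited matrix the fewest genes in a cell were 579 and the fewest UMIs 1477, and the most UMIs in a cell were 552366. It holds 99106150 values above 0, and some of its genes have a UMI in 0 cells. Of its gene names, 36645 (97.1%) were found by name or identifier in the annotation used here.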

Data were normalized using Seurat’s NormalizeData function with LogNormalize as the method and a scale factor equal to 10,000. Principal component (PC) analysis was performed on a submatrix of the top 2000 most variable genes, using the function FindVariableGenes from the Seurat package. The number of top PCs was evaluated by the elbow method keeping 20 PCs for clustering and data visualization. The batch effect between samples was removed using the package Harmony v0.1.1 (https://github.com/immunogenomics/harmony) (50). The cells were clustered using a shared nearest-neighbor modularity optimization-based clustering algorithm (FindClusters in the Seurat package). To visualize cells in two dimensions the Uniform Manifold Approximation and Projection was applied. The cluster-specific genes were computed using FindAllMarkers from the Seurat package, using the MAST test with the number of Unique Molecular Identifiers detected as a latent variable (51). The same test was used to compute differentially expressed genes between genotypes or treatment groups within cell clusters. Cell clusters were annotated by assessing known cell-type-specific markers. All plots were created using ggplot2 v3.4.1. Labels in the volcano plots were created using ggrepel v0.9.3. Raw and processed datasets have been deposited in the NCBI Gene Expression Omnibus data repository under accession number GSE255851.

### Analysis of preexisting single-cell RNA sequencing datasets

Comparative human and mouse single-cell RNA sequencing datasets were retrieved from a previously published study (33). BCs were classified as rod BCs, cone ON BCs, or cone OFF BCs *via* expression of *PRKC1*, *GRM6*, and *GRIK1*, respectively. An alternate human single-cell RNA-sequencing dataset encompassing the entire posterior eye was reanalyzed from a previously published study (34) utilizing the RetinaCartoon tool (https://github.com/drewvoigt10/RetinaCartoon). The RetinaCartoon tool compresses all BC cell types into one class.

### Statistical analyses

The data are presented as mean ± SD. All experiments were conducted at least twice independently. Unless otherwise stated, statistical analyses were performed using GraphPad Prism 10 (https://www.graphpad.com). ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; ∗∗∗∗, *p* < 0.0001; not significant (*ns*), *p* ≥ 0.05.

## Data availability

Raw and processed single-cell RNA-sequencing datasets have been deposited in the NCBI GEO data repository under accession number GSE255851.

## Supporting information

This article contains supporting information.

## Conflict of interest

KP is a consultant for Polgenix Inc and serves on the Scientific Advisory Board at Hyperion Eye Ltd. All other authors have declared that they have no conflict of interest with the contents of this article.

## References

[1] Fuhrmann S., Zou C., Levine E.M. (2014). Retinal pigment epithelium development, plasticity, and tissue homeostasis. Exp. Eye Res..

[2] Lakkaraju A., Umapathy A., Tan L.X., Daniele L., Philp N.J., Boesze-Battaglia K. (2020). The cell biology of the retinal pigment epithelium. Prog. Retin. Eye Res..

[3] Bartel D.P. (2018). Metazoan MicroRNAs. Cell.

[4] Peterson K.J., Dietrich M.R., McPeek M.A. (2009). MicroRNAs and metazoan macroevolution: insights into canalization, complexity, and the Cambrian explosion. Bioessays.

[5] Bartel D.P., Chen C.Z. (2004). Micromanagers of gene expression: the potentially widespread influence of metazoan microRNAs. Nat. Rev. Genet..

[6] Krol J., Loedige I., Filipowicz W. (2010). The widespread regulation of microRNA biogenesis, function and decay. Nat. Rev. Genet..

[7] Ha M., Kim V.N. (2014). Regulation of microRNA biogenesis. Nat. Rev. Mol. Cell Biol..

[8] Treiber T., Treiber N., Meister G. (2019). Regulation of microRNA biogenesis and its crosstalk with other cellular pathways. Nat. Rev. Mol. Cell Biol..

[9] Bartel D.P. (2009). MicroRNAs: target recognition and regulatory functions. Cell.

[10] McGeary S.E., Lin K.S., Shi C.Y., Pham T.M., Bisaria N., Kelley G.M. (2019). The biochemical basis of microRNA targeting efficacy. Science.

[11] Lee R.C., Feinbaum R.L., Ambros V. (1993). The C. elegans heterochronic gene lin-4 encodes small RNAs with antisense complementarity to lin-14. Cell.

[12] Wightman B., Ha I., Ruvkun G. (1993). Posttranscriptional regulation of the heterochronic gene lin-14 by lin-4 mediates temporal pattern formation in C. elegans. Cell.

[13] Orom U.A., Nielsen F.C., Lund A.H. (2008). MicroRNA-10a binds the 5'UTR of ribosomal protein mRNAs and enhances their translation. Mol. Cell.

[14] Valinezhad Orang A., Safaralizadeh R., Kazemzadeh-Bavili M. (2014). Mechanisms of miRNA-mediated gene regulation from common downregulation to mRNA-specific upregulation. Int. J. Genomics.

[15] Du S.W., Palczewski K. (2022). MicroRNA regulation of critical retinal pigment epithelial functions. Trends Neurosci..

[16] Sundermeier T.R., Sakami S., Sahu B., Howell S.J., Gao S., Dong Z. (2017). MicroRNA-processing enzymes are essential for survival and function of mature retinal pigmented epithelial cells in mice. J. Biol. Chem..

[17] Sundermeier T.R., Zhang N., Vinberg F., Mustafi D., Kohno H., Golczak M. (2014). DICER1 is essential for survival of postmitotic rod photoreceptor cells in mice. FASEB J..

[18] Kaneko H., Dridi S., Tarallo V., Gelfand B.D., Fowler B.J., Cho W.G. (2011). DICER1 deficit induces Alu RNA toxicity in age-related macular degeneration. Nature.

[19] Lumayag S., Haldin C.E., Corbett N.J., Wahlin K.J., Cowan C., Turturro S. (2013). Inactivation of the microRNA-183/96/182 cluster results in syndromic retinal degeneration. Proc. Natl. Acad. Sci. U. S. A..

[20] Karali M., Peluso I., Gennarino V.A., Bilio M., Verde R., Lago G. (2010). miRNeye: a microRNA expression atlas of the mouse eye. BMC Genomics.

[21] Karali M., Persico M., Mutarelli M., Carissimo A., Pizzo M., Singh Marwah V. (2016). High-resolution analysis of the human retina miRNome reveals isomiR variations and novel microRNAs. Nucleic Acids Res..

[22] Shaham O., Gueta K., Mor E., Oren-Giladi P., Grinberg D., Xie Q. (2013). Pax6 regulates gene expression in the vertebrate lens through miR-204. PLoS Genet..

[23] Conte I., Merella S., Garcia-Manteiga J.M., Migliore C., Lazarevic D., Carrella S. (2014). The combination of transcriptomics and informatics identifies pathways targeted by miR-204 during neurogenesis and axon guidance. Nucleic Acids Res..

[24] Adijanto J., Castorino J.J., Wang Z.X., Maminishkis A., Grunwald G.B., Philp N.J. (2012). Microphthalmia-associated transcription factor (MITF) promotes differentiation of human retinal pigment epithelium (RPE) by regulating microRNAs-204/211 expression. J. Biol. Chem..

[25] Conte I., Hadfield K.D., Barbato S., Carrella S., Pizzo M., Bhat R.S. (2015). MiR-204 is responsible for inherited retinal dystrophy associated with ocular coloboma. Proc. Natl. Acad. Sci. U. S. A..

[26] Wang F.E., Zhang C., Maminishkis A., Dong L., Zhi C., Li R. (2010). MicroRNA-204/211 alters epithelial physiology. FASEB J..

[27] Barbato S., Marrocco E., Intartaglia D., Pizzo M., Asteriti S., Naso F. (2017). MiR-211 is essential for adult cone photoreceptor maintenance and visual function. Sci. Rep..

[28] Krol J., Busskamp V., Markiewicz I., Stadler M.B., Ribi S., Richter J. (2010). Characterizing light-regulated retinal microRNAs reveals rapid turnover as a common property of neuronal microRNAs. Cell.

[29] Naso F., Intartaglia D., Falanga D., Soldati C., Polishchuk E., Giamundo G. (2020). Light-responsive microRNA miR-211 targets Ezrin to modulate lysosomal biogenesis and retinal cell clearance. EMBO J..

[30] Zhang C., Miyagishima K.J., Dong L., Rising A., Nimmagadda M., Liang G. (2019). Regulation of phagolysosomal activity by miR-204 critically influences structure and function of retinal pigment epithelium/retina. Hum. Mol. Genet..

[31] Deo M., Yu J.Y., Chung K.H., Tippens M., Turner D.L. (2006). Detection of mammalian microRNA expression by in situ hybridization with RNA Oligonucleotides. Dev. Dyn..

[32] Rodriguez A., Griffiths-Jones S., Ashurst J.L., Bradley A. (2004). Identification of mammalian microRNA host genes and transcription units. Genome Res..

[33] Zhang J., Choi E.H., Tworak A., Salom D., Leinonen H., Sander C.L. (2019). Photic generation of 11-cis-retinal in bovine retinal pigment epithelium. J. Biol. Chem..

[34] Voigt A.P., Whitmore S.S., Lessing N.D., DeLuca A.P., Tucker B.A., Stone E.M. (2020). Spectacle: an interactive resource for ocular single-cell RNA sequencing data analysis. Exp. Eye Res..

[35] Choi E.H., Suh S., Einstein D.E., Leinonen H., Dong Z., Rao S.R. (2021). An inducible Cre mouse for studying roles of the RPE in retinal physiology and disease. JCI Insight.

[36] Mattapallil M.J., Wawrousek E.F., Chan C.C., Zhao H., Roychoudhury J., Ferguson T.A. (2012). The Rd8 mutation of the Crb1 gene is present in vendor lines of C57BL/6N mice and embryonic stem cells, and confounds ocular induced mutant phenotypes. Invest. Ophthalmol. Vis. Sci..

[37] Redmond T.M., Weber C.H., Poliakov E., Yu S., Gentleman S. (2007). Effect of Leu/Met variation at residue 450 on isomerase activity and protein expression of RPE65 and its modulation by variation at other residues. Mol. Vis..

[38] Kohno H., Chen Y., Kevany B.M., Pearlman E., Miyagi M., Maeda T. (2013). Photoreceptor proteins initiate microglial activation via Toll-like receptor 4 in retinal degeneration mediated by all-trans-retinal. J. Biol. Chem..

[39] Lewandowski D., Foik A.T., Smidak R., Choi E.H., Zhang J., Hoang T. (2022). Inhibition of ceramide accumulation in AdipoR1-/- mice increases photoreceptor survival and improves vision. JCI Insight.

[40] Yu C., Roubeix C., Sennlaub F., Saban D.R. (2020). Microglia versus Monocytes: Distinct roles in degenerative diseases of the retina. Trends Neurosci..

[41] Kim J., Wu H.H., Lander A.D., Lyons K.M., Matzuk M.M., Calof A.L. (2005). GDF11 controls the timing of progenitor cell competence in developing retina. Science.

[42] Schallus T., Jaeckh C., Feher K., Palma A.S., Liu Y., Simpson J.C. (2008). Malectin: a novel carbohydrate-binding protein of the endoplasmic reticulum and a candidate player in the early steps of protein N-glycosylation. Mol. Biol. Cell.

[43] Galli C., Bernasconi R., Solda T., Calanca V., Molinari M. (2011). Malectin participates in a backup glycoprotein quality control pathway in the mammalian ER. PLoS One.

[44] Chen W., Yang S., Zhou Z., Zhao X., Zhong J., Reinach P.S. (2017). The long noncoding RNA landscape of the mouse. Eye Invest. Ophthalmol. Vis. Sci..

[45] Tworak A., Kolesnikov A.V., Hong J.D., Choi E.H., Luu J.C., Palczewska G. (2023). Rapid RGR-dependent visual pigment recycling is mediated by the RPE and specialized Muller glia. Cell Rep..

[46] Kim T., Croce C.M. (2023). MicroRNA: trends in clinical trials of cancer diagnosis and therapy strategies. Exp. Mol. Med..

[47] Krizaj D., Cordeiro S., Strauss O. (2023). Retinal TRP channels: cell-type-specific regulators of retinal homeostasis and multimodal integration. Prog. Retin. Eye Res..

[48] Brown R.L., Xiong W.H., Peters J.H., Tekmen-Clark M., Strycharska-Orczyk I., Reed B.T. (2015). TRPM3 expression in mouse retina. PLoS One.

[49] Hao Y., Hao S., Andersen-Nissen E., Mauck W.M., Zheng S., Butler A. (2021). Integrated analysis of multimodal single-cell data. Cell.

[50] Korsunsky I., Millard N., Fan J., Slowikowski K., Zhang F., Wei K. (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

[51] Finak G., McDavid A., Yajima M., Deng J., Gersuk V., Shalek A.K. (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol..

# Supplementary material for: Conditional deletion of miR-204 and miR-211 in murine retinal pigment epithelium results in retinal degeneration
**Source:** J Biol Chem. 2024 May 4;300(6):107344. doi: 10.1016/j.jbc.2024.107344
**Supplement:** Supplemental Figures S1–S3 and Tables S1–S3

**Supplementary Information**

**Conditional deletion of miR-204 and miR-211 in murine retinal pigment epithelium results in retinal degeneration**

Samuel W. Du^1,2,*^, Ravikiran Komirisetty^3^, Dominik Lewandowski^1^, Elliot H. Choi^1^, Damian Panas^4,5^, Susie Suh^1^, Marcin Tabaka^4,5^, Roxana A. Radu^3^, Krzysztof Palczewski^1,2,6,7,*^

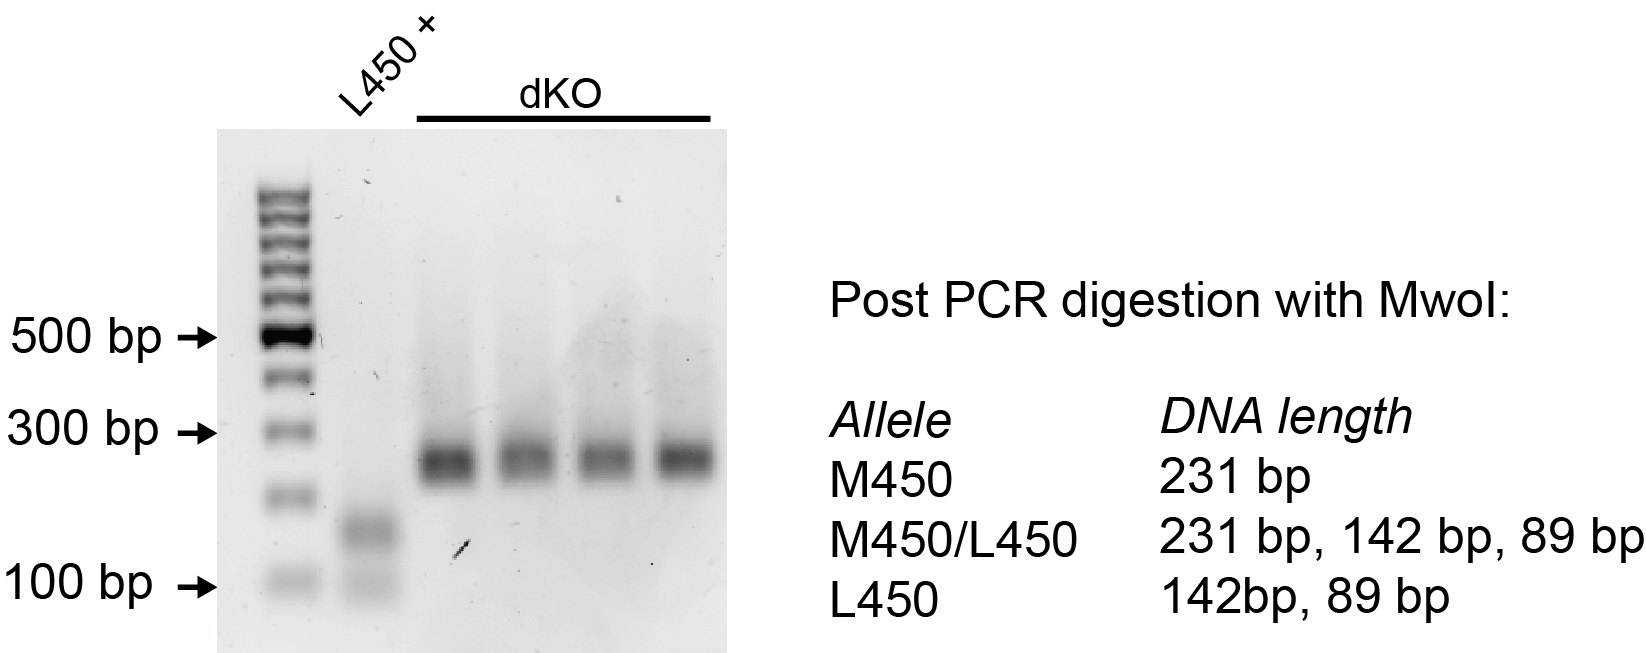

**Supplemental Figure S1. RPE65 L/M 450 determination.** After PCR of the RPE65 locus flanking the 450^th^ codon, restriction digest of the PCR product with MwoI cleaves the L450 allele (142 bp and 89 bp products), but not the M450 allele (231 bp undigested). In comparison with an RPE65-L450 mouse, dKO mice express RPE65-M450.

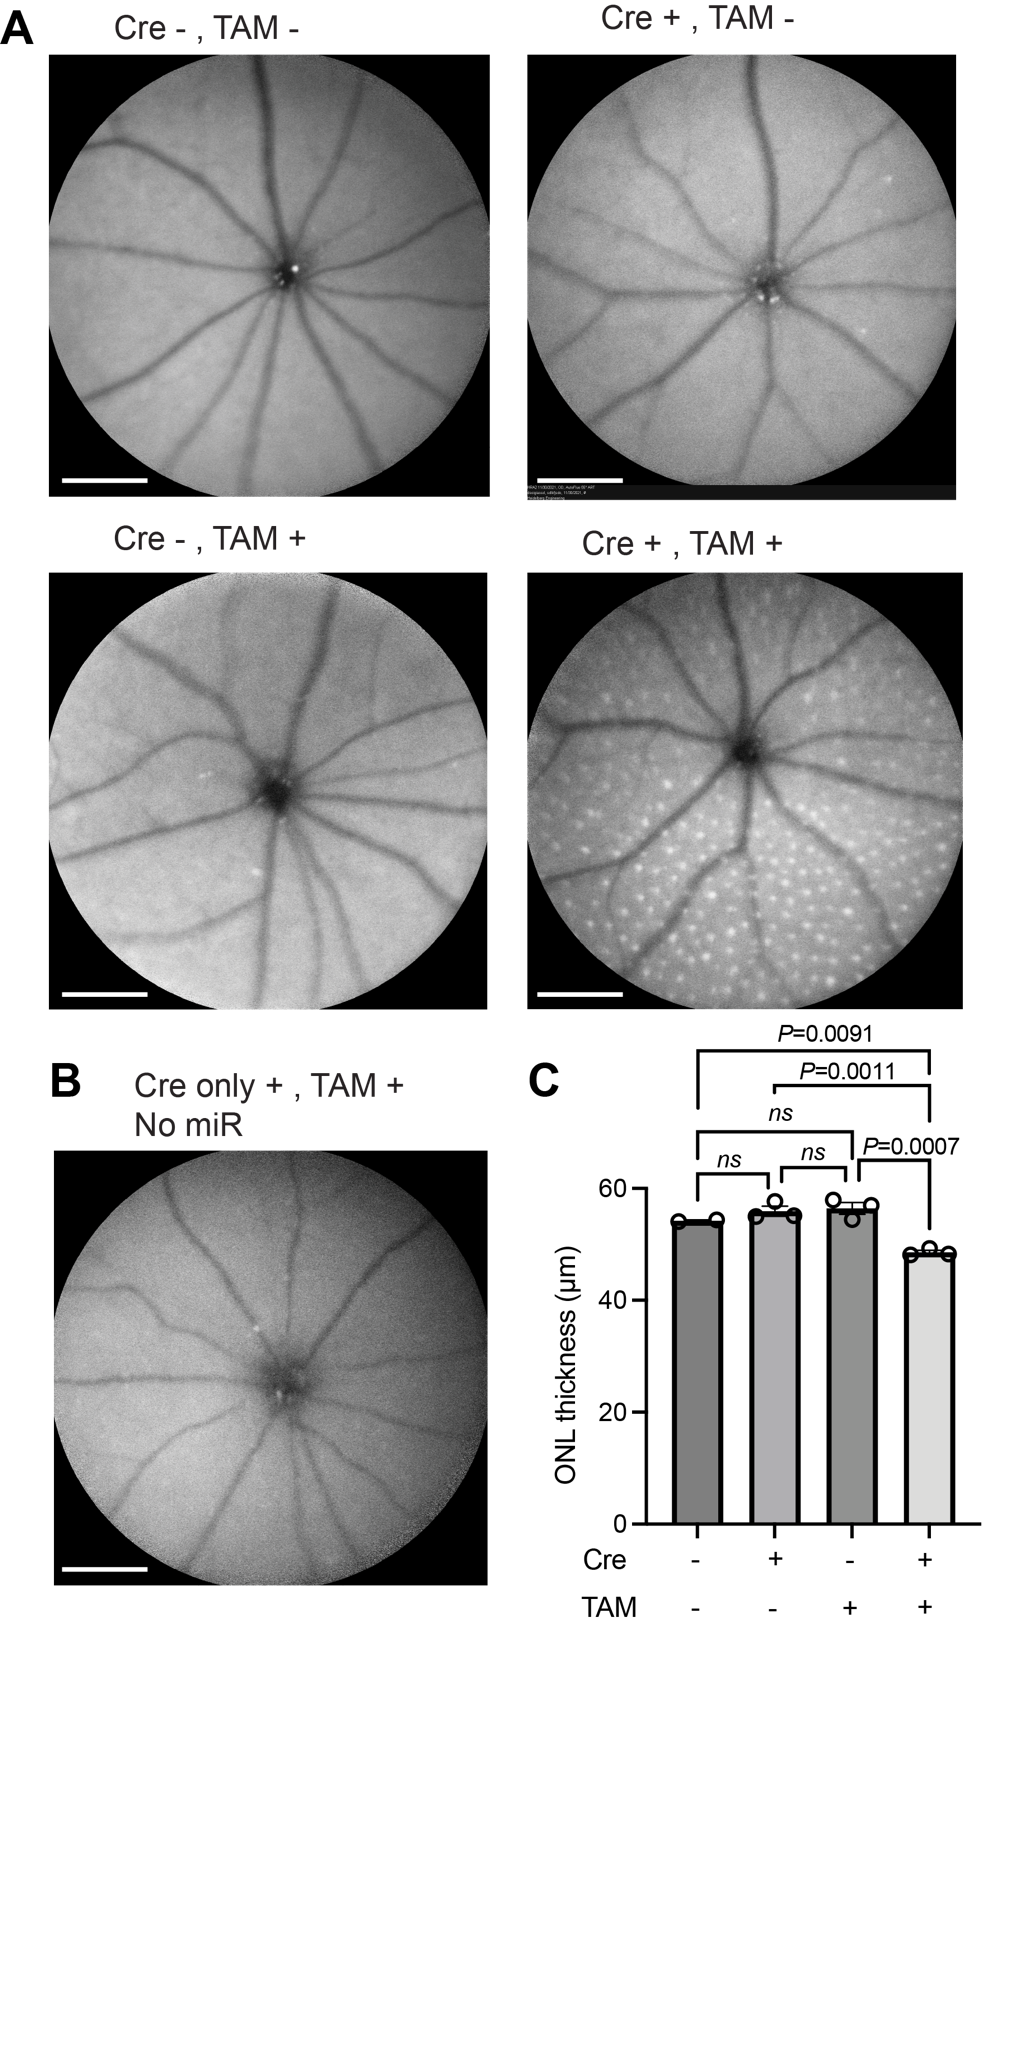

**Supplemental Figure S2. Assessment of control conditions for dKO mice.** **(A)** SLO fundoscopy at 4 months post-treatment with corn oil vehicle (upper) or tamoxifen (lower) in miR-204^fl^ x miR-211^fl^ mice, without RPE65-ERT2-Cre (left) or with RPE65-ERT2-Cre (right). Scale bar indicates 500 µm. (**B**) SLO fundoscopy of RPE65-ERT2-Cre mice without miR alleles, at 4 months post-induction. Scale bar indicates 500 µm. (**C**) Quantification of ONL thickness by OCT, 4 months after induction with tamoxifen (TAM); same mouse genotypes as described in (A), n ≥ 2 mice. Statistical significance calculated by one-way ANOVA with Tukey’s multiple comparison test.

**
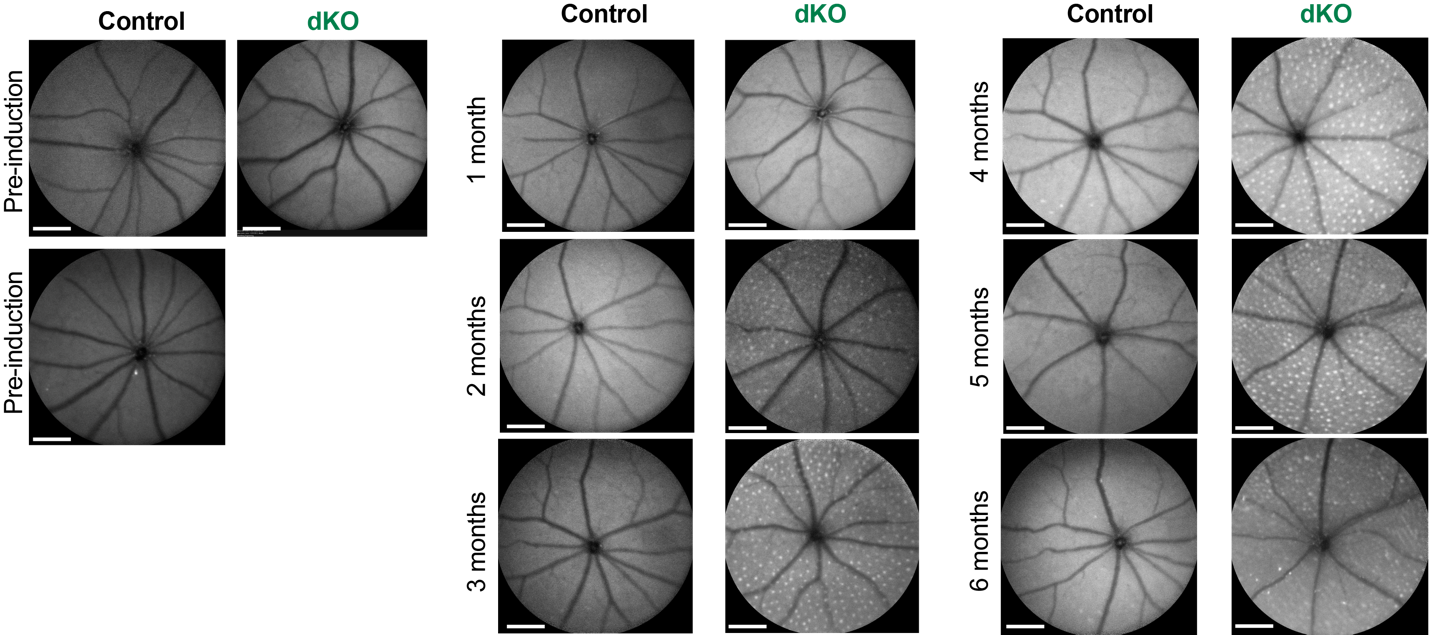
**

**Supplemental Figure S3. SLO fundoscopy changes in control *versus* dKO mice**. Autofluorescent foci were noted in dKO animals as soon as 2 months post-induction but were not observable in control animals. Scale bar indicates 500 µm.

**Supplemental Table S1. PCR primers and cycling conditions.^a^**

| *Gene* | *Primers (5’ to 3’)* | *Cycling parameters* | | *PCR bands (bp)* |
| --- | --- | --- | --- | --- |
|  |  | *Temp (°C)* | *Time* |  |
| RPE65-ERT2-Cre genotyping | **RPE65_E14f**:  CTTCCATGGACTGTTC  AAAAGATCC  **RPE65_E14r**:  AACTTCCAGGAGTAAG  TTCTGTCC  **RPE65_CreERT2**:  GCATAACCAGTGAAAC  AGCATTG | 94  \|94  35x \|63  \|72  72 | 5 min  45 sec  30 sec  1 min  5 min | 449 (Cre+/+)  449 + 146 (Cre+/-)  146 (Cre -/-, WT) |
| miR-204^fl^  genotyping | **NDEL1:**  ATTGAGCCCATAACTTT  CCTAAGACAAGGG  **NDEL2:**  ACCCCAGTAACTGCCC  ATGACTTTGG | 94  \|94  35x \|60  \|72  72 | 5 min  30 sec  30 sec  1 min  5 min | 438 (fl/fl)  438 and 308 (fl/WT)  308 (WT/WT) |
| miR-211^fl^  genotyping | **NDEL1:**  ATTTCTTATTCATGGCTT AGCCCAGTGGG  **NDEL2:**  TCCGATAAAATCTGCCAG CACGGG | 94  \|94  35x \|60  \|72  72 | 5 min  30 sec  30 sec  1 min  5 min | 555 (fl/fl)  555 and 426 (fl/WT)  426 (WT/WT) |
| *Crb1* WT allele (separate reaction from *rd8* allele) | **mCrb1mF1:** GTGAAGACAGCTACAG  TTCTGATC  **mCrb1mR:**  GCCCCATTTGCACACT  GATGAC | 94  \|94  35x \|65  \|72  72 | 5 min  30 sec  30 sec  30 sec  7 min | 220 |
| miR-204^fl^  recombination (Cre-loxP recombination) | **Lox1:**  GGAGGATTTATTCAA GTTCCAGA  **NDEL2:**  ACCCCAGTAACTGCCC  ATGACTTTGG | 98  \|98  35x \|61.2  \|72  72 | 5 min  30 sec  30 sec  60 sec  5 min | Before loxP recombination:  1200  After loxP recombination:  585 |
| miR-211^fl^  recombination  (Cre-loxP recombination) | **SC1:**  TCTTTGTGCACCACA ATCTAGAAC  **NDEL2:**  TCCGATAAAATCTGCCAGCACGGG | 98  \|98  35x \|64  \|72  72 | 5 min  30 sec  30 sec  60 sec  5 min | Before loxP recombination:  1739  After loxP recombination:  314 |
| RPE65 L/M 450 | **RPE65-LM450F:**  GCATACGGACTTGGGT  TGAATCAC  **RPE65-LM450R:**  GGTTGAGAAACAAAGA  TGGGTTCAG | 94  \|94  35x \|60  \|72  72 | 5 min  45 sec  30 sec  1 min  10 min | Digested with MwoI:  M450: 231  L450: 142, 89 |
| mm-miR-204-5p | Qiagen #MS00032557 (no sequence provided by Qiagen) |  |  |  |
| mm-miR-211-5p | Qiagen #MS00001897 (no sequence provided by Qiagen) |  |  |  |
| GAPDH (qRT-PCR) | **GAPDHF:**  CATCACTGCCACCCAG  AAGACTG  **GAPDHR:**  ATGCCAGTGAGCTTCC  CGTTCAG |  |  |  |

^a^PCR products were separated and analyzed on a 1% agarose gel in 1X TAE pre-stained with SYBR Safe (Thermo Fisher #S33102) and compared to the molecular markers (GeneRuler 100 bp, Thermo Fisher #SM0243; or GeneRuler 1 kb, Thermo Fisher #SM0313).

**Supplemental Table S2. Sequence of miR-204^fl^ targeted allele**

1. Outside 5' Arm (9825 bp): Plain text (e.g., ATCG)
2. Outside 3' Arm (13673 bp): Plain text (e.g., ATCG)
3. 5' Arm (5550 bp): Bold and italic text (e.g., ***ATCG***)
4. Distal LoxP (80 bp): Lightgray text, highlighted in yellow (e.g., ATCG)
5. Middle Arm (MA) (525 bp): Green text (e.g., ATCG)
6. Neo Cassette (2815 bp): Red text (e.g., ATCG)
7. 3' Arm (2100 bp): Underlined text (e.g., ATCG)
8. LoxP: Red text, highlighted in yellow (e.g., ATCG)
9. FRT: Underlined in red (e.g., ATCG)
10. Exon: Highlighted in pink (e.g., ATCG)
11. Probe: Highlighted in sandy brown (e.g., ATCG)
12. Oligo (forward): Highlighted in lime (e.g., ATCG)
13. Oligo (reverse): Highlighted in magenta (e.g., ATCG)

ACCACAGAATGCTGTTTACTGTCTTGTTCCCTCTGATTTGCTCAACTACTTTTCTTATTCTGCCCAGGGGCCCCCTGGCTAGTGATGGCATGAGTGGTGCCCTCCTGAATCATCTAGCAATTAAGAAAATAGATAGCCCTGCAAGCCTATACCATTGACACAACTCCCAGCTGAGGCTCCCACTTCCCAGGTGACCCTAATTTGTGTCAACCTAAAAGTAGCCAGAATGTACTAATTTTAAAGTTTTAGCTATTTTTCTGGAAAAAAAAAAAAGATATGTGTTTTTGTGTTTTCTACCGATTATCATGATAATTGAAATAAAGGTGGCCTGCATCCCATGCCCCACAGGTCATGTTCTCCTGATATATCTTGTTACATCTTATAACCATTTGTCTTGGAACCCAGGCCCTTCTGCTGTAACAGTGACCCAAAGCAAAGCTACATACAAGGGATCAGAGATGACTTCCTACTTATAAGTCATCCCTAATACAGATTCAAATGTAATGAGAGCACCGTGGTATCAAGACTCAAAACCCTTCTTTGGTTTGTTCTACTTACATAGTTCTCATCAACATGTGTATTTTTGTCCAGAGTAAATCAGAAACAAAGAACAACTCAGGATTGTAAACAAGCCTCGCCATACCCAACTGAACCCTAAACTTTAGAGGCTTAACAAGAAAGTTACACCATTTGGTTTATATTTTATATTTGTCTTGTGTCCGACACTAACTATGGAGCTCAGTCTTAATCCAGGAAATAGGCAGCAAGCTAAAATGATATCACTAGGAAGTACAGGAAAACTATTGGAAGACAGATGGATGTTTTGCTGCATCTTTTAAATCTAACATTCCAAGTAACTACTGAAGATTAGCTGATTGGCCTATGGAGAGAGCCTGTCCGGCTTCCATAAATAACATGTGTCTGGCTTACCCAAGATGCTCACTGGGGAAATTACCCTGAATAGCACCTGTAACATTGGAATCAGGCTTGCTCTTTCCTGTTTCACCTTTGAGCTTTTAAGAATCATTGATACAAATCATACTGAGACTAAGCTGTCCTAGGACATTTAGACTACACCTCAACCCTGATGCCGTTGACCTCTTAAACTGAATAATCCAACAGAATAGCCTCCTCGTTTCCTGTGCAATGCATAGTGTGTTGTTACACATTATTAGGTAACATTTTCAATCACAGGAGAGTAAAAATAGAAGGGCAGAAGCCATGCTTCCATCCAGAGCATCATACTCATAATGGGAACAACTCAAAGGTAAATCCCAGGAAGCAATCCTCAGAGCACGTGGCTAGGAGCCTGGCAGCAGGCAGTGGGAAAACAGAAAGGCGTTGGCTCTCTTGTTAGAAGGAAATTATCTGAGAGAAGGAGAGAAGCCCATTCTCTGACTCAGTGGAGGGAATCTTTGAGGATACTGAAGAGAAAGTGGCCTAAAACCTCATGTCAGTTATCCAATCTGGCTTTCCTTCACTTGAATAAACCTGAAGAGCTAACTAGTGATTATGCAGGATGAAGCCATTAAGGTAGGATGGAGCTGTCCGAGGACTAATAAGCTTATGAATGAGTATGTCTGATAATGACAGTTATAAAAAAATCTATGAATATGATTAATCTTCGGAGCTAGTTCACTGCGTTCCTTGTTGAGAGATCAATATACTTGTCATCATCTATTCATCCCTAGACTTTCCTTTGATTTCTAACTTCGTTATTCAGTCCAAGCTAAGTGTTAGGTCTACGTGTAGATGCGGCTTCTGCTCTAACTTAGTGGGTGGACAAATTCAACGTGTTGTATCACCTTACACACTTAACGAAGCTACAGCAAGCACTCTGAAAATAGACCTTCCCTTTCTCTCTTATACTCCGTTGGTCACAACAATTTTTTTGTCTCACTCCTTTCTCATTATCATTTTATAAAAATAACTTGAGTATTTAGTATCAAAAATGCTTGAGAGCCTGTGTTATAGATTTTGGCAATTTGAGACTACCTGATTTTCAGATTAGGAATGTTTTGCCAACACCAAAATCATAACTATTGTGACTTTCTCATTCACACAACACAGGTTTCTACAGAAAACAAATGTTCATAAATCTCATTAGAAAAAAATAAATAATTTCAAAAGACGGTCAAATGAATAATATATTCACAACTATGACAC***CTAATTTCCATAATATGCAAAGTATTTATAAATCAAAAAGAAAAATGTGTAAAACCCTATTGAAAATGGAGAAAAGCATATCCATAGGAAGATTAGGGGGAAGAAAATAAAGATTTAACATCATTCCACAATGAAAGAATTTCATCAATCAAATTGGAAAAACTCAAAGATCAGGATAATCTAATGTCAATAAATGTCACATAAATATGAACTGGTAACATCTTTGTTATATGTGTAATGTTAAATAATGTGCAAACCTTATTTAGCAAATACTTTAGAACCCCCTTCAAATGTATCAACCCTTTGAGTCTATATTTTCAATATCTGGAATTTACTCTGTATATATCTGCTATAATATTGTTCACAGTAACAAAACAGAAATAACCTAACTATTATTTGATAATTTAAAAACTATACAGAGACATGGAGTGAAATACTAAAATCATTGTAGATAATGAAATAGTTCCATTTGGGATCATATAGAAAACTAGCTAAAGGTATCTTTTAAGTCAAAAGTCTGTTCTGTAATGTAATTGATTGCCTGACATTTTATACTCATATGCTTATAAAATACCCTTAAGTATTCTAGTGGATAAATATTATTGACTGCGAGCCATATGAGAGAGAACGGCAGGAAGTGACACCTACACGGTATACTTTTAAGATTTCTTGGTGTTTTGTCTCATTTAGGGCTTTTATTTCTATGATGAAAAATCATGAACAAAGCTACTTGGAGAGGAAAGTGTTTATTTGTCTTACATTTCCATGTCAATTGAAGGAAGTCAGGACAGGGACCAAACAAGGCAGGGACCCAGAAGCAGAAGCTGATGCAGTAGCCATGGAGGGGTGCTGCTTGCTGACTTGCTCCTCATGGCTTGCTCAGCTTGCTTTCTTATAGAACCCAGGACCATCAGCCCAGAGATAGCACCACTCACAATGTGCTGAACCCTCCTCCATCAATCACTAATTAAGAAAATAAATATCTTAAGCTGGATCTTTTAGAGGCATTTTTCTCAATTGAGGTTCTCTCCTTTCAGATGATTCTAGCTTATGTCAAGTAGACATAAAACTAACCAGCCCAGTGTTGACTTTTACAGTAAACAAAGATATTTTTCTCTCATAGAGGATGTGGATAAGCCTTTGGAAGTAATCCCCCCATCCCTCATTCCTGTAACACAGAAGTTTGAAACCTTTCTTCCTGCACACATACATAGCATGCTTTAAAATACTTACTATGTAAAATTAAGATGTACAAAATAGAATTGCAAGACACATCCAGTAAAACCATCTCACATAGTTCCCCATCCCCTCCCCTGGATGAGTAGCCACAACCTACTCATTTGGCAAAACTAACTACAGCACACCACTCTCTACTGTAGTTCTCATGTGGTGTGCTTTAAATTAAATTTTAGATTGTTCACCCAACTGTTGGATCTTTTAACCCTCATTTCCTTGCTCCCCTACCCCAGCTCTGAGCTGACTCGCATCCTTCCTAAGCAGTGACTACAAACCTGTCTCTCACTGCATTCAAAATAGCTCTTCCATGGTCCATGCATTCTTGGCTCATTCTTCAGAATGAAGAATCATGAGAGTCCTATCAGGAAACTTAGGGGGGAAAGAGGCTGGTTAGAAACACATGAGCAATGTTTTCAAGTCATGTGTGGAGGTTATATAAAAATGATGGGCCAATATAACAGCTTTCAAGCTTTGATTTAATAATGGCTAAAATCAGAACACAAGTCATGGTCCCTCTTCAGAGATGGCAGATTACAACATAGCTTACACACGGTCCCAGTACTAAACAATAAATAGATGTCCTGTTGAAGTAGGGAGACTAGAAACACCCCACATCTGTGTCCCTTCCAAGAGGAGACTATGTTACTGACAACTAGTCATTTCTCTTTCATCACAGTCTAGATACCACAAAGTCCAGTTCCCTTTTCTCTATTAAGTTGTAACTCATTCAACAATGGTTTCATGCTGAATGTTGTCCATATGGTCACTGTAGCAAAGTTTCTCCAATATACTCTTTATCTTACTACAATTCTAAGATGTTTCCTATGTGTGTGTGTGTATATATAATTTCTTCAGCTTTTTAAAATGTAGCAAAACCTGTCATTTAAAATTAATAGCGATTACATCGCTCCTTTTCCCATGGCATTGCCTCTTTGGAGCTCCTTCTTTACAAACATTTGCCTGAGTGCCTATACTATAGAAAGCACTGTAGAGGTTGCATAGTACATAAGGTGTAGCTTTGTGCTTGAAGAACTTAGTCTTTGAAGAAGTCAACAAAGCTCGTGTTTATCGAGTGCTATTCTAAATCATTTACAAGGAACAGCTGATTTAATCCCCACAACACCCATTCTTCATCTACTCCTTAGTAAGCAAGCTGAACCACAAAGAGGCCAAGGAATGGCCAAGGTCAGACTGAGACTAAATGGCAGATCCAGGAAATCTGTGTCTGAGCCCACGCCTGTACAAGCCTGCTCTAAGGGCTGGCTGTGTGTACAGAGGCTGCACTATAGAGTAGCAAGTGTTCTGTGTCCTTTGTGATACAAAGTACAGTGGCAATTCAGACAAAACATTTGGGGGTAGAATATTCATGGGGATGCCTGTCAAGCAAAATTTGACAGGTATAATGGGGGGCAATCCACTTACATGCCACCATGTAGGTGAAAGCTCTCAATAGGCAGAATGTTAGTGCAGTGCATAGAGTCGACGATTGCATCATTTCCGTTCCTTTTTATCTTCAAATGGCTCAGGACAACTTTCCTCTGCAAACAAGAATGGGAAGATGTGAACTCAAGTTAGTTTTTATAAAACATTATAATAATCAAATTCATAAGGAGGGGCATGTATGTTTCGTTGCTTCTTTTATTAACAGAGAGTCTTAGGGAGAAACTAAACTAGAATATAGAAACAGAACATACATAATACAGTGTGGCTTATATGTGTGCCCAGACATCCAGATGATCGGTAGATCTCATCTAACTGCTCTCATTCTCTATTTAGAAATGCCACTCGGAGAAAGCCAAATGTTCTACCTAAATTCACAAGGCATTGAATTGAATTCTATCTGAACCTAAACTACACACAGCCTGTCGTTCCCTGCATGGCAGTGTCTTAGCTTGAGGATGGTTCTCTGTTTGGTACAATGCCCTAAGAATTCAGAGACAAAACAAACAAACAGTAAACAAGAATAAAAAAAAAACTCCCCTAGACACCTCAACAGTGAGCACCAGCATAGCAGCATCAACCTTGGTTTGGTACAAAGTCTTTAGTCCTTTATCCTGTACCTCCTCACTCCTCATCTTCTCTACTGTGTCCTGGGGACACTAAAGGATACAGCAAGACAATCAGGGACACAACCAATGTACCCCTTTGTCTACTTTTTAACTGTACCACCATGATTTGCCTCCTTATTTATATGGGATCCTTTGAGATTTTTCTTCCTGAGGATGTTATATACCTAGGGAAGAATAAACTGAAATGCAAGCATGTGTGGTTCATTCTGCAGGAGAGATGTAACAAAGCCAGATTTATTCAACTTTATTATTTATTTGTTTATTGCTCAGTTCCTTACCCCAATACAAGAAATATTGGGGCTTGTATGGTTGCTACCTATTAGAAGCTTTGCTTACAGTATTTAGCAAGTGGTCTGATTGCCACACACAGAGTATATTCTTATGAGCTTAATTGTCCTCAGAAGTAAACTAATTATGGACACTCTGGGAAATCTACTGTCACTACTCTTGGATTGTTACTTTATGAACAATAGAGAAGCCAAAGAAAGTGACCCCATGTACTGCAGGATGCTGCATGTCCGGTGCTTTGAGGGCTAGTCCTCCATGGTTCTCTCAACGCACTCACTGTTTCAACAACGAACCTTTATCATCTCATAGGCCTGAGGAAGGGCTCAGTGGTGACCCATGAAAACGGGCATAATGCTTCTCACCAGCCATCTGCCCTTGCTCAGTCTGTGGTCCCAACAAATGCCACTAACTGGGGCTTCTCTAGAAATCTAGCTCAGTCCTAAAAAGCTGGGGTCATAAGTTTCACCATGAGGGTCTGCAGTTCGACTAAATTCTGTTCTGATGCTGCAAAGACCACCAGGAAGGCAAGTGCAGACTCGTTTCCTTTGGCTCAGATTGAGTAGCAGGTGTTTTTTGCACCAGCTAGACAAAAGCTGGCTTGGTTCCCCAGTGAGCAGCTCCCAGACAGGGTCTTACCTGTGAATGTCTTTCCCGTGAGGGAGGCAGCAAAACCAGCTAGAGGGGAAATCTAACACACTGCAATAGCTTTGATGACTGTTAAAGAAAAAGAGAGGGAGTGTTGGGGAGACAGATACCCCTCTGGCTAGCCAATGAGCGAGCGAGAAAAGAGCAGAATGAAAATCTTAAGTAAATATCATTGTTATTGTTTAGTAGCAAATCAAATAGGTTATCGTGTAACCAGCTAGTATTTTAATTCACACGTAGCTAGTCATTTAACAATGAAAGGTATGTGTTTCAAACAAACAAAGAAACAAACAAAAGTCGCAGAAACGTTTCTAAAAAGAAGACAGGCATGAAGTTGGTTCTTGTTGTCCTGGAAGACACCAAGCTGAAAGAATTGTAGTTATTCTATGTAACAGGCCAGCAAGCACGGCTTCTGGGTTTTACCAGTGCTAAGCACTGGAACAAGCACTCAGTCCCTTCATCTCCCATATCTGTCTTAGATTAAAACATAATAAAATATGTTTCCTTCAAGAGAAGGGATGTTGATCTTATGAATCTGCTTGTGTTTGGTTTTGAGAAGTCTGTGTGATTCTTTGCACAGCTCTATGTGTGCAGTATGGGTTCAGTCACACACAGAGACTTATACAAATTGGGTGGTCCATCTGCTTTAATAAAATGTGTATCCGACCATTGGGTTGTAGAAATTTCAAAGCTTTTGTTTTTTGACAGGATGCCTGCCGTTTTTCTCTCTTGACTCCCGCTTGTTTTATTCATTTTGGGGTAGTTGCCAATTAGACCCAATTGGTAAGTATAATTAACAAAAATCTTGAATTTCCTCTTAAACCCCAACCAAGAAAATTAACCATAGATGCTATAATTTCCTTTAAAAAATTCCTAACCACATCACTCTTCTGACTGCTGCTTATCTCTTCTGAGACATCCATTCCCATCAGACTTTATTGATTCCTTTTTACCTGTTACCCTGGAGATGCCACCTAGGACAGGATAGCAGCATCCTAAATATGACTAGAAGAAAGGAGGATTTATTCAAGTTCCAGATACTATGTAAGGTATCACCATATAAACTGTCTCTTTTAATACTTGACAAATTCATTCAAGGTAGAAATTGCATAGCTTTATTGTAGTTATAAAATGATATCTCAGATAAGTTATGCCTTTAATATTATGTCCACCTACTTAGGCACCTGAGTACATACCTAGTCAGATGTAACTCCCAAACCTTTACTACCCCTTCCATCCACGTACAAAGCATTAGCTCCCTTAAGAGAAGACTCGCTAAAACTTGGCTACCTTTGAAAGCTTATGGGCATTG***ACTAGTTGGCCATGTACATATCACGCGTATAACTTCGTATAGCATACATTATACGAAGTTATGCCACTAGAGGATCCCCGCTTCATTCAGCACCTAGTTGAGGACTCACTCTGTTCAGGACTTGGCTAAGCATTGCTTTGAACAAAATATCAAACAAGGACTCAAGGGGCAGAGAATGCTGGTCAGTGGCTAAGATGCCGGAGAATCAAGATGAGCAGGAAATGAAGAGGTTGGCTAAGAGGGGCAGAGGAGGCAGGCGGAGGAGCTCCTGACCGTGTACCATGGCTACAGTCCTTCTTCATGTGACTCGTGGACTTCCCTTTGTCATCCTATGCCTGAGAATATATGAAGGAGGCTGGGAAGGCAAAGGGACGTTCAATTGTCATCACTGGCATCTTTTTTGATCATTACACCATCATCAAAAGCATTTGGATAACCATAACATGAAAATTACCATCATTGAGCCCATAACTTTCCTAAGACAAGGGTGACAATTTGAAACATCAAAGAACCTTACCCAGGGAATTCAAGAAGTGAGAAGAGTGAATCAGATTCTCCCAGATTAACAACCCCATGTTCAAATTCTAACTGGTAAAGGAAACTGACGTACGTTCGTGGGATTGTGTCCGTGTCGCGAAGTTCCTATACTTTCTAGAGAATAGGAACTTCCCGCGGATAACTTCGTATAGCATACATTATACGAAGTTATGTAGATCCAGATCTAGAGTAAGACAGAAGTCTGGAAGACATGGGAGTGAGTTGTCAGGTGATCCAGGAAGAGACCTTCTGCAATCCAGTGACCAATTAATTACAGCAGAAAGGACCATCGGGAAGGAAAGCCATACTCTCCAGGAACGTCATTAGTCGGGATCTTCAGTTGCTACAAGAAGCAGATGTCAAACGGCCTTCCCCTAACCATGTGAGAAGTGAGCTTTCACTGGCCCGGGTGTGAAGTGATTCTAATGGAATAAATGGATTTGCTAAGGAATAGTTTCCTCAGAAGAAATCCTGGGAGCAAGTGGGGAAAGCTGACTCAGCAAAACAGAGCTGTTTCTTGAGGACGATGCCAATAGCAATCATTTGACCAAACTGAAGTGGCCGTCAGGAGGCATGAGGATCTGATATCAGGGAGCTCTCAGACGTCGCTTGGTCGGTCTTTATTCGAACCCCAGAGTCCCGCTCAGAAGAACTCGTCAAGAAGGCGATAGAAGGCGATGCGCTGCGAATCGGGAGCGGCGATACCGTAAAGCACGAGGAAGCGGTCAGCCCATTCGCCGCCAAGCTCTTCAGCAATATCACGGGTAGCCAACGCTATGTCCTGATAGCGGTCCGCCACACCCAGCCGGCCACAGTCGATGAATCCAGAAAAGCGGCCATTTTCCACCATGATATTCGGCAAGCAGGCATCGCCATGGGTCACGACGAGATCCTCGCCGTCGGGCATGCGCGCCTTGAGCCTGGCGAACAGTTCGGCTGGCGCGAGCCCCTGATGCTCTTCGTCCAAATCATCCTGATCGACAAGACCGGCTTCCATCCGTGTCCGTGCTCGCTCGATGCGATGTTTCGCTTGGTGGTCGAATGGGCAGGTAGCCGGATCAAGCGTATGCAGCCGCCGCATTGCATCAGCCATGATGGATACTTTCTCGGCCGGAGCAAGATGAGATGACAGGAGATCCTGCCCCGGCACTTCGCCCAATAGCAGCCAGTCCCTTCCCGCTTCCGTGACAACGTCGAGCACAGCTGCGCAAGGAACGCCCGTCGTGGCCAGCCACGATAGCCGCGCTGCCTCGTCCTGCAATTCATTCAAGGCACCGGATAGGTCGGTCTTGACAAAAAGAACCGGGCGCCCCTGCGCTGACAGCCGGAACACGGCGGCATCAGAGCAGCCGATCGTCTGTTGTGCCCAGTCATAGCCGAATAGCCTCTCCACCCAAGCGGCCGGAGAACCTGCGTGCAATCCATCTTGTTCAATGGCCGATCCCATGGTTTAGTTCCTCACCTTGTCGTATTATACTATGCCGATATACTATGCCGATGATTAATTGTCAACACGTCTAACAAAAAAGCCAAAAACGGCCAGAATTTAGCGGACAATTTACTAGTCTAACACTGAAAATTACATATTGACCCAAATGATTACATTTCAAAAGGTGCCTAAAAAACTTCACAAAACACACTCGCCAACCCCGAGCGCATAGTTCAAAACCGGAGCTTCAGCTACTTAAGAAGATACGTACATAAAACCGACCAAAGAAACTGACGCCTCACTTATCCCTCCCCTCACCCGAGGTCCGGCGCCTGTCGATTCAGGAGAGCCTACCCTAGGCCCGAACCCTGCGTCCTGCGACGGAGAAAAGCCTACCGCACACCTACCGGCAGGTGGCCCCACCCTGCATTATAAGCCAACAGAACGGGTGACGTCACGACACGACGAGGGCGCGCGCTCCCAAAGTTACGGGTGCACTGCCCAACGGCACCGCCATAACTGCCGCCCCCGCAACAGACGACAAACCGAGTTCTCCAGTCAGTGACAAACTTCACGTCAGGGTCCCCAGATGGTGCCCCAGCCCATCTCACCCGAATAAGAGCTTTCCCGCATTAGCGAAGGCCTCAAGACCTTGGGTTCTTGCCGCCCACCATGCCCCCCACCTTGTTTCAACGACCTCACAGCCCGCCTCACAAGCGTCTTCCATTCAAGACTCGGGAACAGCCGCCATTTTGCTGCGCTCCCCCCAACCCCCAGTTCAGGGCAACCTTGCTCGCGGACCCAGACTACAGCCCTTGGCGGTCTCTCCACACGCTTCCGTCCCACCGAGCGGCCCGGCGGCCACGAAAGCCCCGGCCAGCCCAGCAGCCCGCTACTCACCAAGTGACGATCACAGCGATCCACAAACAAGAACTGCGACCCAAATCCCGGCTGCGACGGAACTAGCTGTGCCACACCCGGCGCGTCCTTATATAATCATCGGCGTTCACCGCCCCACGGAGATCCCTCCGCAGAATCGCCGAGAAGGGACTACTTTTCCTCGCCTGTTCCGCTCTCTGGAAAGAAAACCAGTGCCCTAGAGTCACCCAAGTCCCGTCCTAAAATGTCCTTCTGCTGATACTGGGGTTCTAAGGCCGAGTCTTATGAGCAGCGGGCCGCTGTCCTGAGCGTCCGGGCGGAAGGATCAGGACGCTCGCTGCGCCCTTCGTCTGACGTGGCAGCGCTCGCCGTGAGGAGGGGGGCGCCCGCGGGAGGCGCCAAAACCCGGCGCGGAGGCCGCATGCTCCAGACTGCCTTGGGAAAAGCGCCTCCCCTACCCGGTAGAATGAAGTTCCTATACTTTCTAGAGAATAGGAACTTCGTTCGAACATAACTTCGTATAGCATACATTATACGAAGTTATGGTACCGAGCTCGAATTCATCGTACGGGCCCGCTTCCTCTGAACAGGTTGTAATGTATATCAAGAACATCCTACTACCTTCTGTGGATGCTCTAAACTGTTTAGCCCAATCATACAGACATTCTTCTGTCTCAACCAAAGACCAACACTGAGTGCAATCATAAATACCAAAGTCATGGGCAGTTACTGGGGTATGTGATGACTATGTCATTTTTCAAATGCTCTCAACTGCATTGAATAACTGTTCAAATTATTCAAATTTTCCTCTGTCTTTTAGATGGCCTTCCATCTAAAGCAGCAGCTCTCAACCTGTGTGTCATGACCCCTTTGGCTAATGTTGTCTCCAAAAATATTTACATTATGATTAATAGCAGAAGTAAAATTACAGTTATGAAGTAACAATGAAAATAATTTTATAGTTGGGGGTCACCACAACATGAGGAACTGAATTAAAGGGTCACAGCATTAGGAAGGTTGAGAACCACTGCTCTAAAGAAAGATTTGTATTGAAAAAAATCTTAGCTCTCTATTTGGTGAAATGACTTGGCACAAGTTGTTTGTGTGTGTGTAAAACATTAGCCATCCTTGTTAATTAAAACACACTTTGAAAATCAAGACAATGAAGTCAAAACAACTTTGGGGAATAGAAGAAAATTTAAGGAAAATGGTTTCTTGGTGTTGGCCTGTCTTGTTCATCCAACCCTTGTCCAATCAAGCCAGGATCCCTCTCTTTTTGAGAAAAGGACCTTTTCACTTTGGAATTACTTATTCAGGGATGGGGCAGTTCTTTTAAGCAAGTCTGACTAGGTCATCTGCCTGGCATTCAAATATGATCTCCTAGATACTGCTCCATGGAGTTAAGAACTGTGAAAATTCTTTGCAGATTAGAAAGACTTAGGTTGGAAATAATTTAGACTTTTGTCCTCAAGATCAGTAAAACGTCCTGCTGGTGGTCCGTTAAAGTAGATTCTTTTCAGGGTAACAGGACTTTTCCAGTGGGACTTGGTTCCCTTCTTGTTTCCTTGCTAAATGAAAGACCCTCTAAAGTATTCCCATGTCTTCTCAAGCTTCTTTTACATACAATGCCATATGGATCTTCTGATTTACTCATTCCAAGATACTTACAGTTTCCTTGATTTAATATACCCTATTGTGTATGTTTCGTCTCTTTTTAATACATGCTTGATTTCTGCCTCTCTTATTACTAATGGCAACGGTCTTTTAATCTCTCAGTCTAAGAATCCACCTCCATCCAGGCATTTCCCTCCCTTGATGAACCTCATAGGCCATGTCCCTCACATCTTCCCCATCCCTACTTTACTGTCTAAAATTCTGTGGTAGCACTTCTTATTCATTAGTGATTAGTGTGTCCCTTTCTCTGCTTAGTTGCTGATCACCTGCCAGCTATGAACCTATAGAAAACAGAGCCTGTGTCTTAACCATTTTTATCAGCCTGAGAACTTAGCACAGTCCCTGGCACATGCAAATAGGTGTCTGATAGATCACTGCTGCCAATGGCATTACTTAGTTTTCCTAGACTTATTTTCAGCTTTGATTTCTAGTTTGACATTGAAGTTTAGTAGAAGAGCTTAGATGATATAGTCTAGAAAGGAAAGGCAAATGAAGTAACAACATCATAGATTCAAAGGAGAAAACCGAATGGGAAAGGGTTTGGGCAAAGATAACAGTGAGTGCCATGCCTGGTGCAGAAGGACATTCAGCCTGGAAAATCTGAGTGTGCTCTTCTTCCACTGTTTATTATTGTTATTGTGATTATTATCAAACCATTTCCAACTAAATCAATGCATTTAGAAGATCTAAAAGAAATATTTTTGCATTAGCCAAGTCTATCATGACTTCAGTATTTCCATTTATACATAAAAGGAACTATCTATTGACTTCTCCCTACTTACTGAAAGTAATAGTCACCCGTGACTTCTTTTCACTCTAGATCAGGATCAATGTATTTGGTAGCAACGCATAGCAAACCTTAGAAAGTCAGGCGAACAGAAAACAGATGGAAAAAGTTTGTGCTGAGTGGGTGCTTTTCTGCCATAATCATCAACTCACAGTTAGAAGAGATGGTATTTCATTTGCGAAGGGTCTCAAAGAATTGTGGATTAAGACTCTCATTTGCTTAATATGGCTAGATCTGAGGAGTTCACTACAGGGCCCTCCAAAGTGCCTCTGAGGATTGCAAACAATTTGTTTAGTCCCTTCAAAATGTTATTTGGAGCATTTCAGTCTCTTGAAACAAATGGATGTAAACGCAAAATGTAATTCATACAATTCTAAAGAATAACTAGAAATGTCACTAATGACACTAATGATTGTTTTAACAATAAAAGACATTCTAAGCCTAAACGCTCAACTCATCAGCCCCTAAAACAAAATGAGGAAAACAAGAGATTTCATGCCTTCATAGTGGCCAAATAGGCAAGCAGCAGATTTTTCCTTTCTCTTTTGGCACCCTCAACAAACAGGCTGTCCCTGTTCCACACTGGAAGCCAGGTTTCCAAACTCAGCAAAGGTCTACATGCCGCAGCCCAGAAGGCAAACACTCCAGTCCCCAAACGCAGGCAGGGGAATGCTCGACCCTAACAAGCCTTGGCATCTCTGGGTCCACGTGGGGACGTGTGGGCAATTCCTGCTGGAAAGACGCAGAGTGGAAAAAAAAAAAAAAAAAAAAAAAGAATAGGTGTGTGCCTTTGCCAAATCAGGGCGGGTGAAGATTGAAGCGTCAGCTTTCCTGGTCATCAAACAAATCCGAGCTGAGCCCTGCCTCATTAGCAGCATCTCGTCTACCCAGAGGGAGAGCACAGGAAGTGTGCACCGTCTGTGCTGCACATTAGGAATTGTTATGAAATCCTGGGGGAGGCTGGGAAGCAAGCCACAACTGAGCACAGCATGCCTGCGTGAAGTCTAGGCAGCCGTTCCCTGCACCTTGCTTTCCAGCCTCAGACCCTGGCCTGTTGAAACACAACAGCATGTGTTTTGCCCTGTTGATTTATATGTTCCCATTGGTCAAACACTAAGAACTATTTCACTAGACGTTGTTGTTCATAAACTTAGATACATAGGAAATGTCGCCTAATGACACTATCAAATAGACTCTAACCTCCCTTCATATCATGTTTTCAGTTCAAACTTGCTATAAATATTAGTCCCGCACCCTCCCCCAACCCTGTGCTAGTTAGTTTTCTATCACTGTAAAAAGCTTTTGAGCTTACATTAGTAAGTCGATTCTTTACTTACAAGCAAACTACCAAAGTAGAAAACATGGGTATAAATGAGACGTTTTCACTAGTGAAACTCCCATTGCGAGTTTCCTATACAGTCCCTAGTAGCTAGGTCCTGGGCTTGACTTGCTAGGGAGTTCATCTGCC

**Supplemental Table S3. Sequence of miR-211^fl^ targeted allele**

1. Outside 5' Arm (9825 bp): Plain text (e.g., ATCG)
2. Outside 3' Arm (13673 bp): Plain text (e.g., ATCG)
3. 5' Arm (5550 bp): Bold and italic text (e.g., ***ATCG***)
4. Distal LoxP (80 bp): Lightgray text, highlighted in yellow (e.g., ATCG)
5. Middle Arm (MA) (525 bp): Green text (e.g., ATCG)
6. Neo Cassette (2815 bp): Red text (e.g., ATCG)
7. 3' Arm (2100 bp): Underlined text (e.g., ATCG)
8. LoxP: Red text, highlighted in yellow (e.g., ATCG)
9. FRT: Underlined in red (e.g., ATCG)
10. Exon: Highlighted in pink (e.g., ATCG)
11. Probe: Highlighted in sandy brown (e.g., ATCG)
12. Oligo (forward): Highlighted in lime (e.g., ATCG)
13. Oligo (reverse): Highlighted in magenta (e.g., ATCG)
14. miR-211 (106bp) **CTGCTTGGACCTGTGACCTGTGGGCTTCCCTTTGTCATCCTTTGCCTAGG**

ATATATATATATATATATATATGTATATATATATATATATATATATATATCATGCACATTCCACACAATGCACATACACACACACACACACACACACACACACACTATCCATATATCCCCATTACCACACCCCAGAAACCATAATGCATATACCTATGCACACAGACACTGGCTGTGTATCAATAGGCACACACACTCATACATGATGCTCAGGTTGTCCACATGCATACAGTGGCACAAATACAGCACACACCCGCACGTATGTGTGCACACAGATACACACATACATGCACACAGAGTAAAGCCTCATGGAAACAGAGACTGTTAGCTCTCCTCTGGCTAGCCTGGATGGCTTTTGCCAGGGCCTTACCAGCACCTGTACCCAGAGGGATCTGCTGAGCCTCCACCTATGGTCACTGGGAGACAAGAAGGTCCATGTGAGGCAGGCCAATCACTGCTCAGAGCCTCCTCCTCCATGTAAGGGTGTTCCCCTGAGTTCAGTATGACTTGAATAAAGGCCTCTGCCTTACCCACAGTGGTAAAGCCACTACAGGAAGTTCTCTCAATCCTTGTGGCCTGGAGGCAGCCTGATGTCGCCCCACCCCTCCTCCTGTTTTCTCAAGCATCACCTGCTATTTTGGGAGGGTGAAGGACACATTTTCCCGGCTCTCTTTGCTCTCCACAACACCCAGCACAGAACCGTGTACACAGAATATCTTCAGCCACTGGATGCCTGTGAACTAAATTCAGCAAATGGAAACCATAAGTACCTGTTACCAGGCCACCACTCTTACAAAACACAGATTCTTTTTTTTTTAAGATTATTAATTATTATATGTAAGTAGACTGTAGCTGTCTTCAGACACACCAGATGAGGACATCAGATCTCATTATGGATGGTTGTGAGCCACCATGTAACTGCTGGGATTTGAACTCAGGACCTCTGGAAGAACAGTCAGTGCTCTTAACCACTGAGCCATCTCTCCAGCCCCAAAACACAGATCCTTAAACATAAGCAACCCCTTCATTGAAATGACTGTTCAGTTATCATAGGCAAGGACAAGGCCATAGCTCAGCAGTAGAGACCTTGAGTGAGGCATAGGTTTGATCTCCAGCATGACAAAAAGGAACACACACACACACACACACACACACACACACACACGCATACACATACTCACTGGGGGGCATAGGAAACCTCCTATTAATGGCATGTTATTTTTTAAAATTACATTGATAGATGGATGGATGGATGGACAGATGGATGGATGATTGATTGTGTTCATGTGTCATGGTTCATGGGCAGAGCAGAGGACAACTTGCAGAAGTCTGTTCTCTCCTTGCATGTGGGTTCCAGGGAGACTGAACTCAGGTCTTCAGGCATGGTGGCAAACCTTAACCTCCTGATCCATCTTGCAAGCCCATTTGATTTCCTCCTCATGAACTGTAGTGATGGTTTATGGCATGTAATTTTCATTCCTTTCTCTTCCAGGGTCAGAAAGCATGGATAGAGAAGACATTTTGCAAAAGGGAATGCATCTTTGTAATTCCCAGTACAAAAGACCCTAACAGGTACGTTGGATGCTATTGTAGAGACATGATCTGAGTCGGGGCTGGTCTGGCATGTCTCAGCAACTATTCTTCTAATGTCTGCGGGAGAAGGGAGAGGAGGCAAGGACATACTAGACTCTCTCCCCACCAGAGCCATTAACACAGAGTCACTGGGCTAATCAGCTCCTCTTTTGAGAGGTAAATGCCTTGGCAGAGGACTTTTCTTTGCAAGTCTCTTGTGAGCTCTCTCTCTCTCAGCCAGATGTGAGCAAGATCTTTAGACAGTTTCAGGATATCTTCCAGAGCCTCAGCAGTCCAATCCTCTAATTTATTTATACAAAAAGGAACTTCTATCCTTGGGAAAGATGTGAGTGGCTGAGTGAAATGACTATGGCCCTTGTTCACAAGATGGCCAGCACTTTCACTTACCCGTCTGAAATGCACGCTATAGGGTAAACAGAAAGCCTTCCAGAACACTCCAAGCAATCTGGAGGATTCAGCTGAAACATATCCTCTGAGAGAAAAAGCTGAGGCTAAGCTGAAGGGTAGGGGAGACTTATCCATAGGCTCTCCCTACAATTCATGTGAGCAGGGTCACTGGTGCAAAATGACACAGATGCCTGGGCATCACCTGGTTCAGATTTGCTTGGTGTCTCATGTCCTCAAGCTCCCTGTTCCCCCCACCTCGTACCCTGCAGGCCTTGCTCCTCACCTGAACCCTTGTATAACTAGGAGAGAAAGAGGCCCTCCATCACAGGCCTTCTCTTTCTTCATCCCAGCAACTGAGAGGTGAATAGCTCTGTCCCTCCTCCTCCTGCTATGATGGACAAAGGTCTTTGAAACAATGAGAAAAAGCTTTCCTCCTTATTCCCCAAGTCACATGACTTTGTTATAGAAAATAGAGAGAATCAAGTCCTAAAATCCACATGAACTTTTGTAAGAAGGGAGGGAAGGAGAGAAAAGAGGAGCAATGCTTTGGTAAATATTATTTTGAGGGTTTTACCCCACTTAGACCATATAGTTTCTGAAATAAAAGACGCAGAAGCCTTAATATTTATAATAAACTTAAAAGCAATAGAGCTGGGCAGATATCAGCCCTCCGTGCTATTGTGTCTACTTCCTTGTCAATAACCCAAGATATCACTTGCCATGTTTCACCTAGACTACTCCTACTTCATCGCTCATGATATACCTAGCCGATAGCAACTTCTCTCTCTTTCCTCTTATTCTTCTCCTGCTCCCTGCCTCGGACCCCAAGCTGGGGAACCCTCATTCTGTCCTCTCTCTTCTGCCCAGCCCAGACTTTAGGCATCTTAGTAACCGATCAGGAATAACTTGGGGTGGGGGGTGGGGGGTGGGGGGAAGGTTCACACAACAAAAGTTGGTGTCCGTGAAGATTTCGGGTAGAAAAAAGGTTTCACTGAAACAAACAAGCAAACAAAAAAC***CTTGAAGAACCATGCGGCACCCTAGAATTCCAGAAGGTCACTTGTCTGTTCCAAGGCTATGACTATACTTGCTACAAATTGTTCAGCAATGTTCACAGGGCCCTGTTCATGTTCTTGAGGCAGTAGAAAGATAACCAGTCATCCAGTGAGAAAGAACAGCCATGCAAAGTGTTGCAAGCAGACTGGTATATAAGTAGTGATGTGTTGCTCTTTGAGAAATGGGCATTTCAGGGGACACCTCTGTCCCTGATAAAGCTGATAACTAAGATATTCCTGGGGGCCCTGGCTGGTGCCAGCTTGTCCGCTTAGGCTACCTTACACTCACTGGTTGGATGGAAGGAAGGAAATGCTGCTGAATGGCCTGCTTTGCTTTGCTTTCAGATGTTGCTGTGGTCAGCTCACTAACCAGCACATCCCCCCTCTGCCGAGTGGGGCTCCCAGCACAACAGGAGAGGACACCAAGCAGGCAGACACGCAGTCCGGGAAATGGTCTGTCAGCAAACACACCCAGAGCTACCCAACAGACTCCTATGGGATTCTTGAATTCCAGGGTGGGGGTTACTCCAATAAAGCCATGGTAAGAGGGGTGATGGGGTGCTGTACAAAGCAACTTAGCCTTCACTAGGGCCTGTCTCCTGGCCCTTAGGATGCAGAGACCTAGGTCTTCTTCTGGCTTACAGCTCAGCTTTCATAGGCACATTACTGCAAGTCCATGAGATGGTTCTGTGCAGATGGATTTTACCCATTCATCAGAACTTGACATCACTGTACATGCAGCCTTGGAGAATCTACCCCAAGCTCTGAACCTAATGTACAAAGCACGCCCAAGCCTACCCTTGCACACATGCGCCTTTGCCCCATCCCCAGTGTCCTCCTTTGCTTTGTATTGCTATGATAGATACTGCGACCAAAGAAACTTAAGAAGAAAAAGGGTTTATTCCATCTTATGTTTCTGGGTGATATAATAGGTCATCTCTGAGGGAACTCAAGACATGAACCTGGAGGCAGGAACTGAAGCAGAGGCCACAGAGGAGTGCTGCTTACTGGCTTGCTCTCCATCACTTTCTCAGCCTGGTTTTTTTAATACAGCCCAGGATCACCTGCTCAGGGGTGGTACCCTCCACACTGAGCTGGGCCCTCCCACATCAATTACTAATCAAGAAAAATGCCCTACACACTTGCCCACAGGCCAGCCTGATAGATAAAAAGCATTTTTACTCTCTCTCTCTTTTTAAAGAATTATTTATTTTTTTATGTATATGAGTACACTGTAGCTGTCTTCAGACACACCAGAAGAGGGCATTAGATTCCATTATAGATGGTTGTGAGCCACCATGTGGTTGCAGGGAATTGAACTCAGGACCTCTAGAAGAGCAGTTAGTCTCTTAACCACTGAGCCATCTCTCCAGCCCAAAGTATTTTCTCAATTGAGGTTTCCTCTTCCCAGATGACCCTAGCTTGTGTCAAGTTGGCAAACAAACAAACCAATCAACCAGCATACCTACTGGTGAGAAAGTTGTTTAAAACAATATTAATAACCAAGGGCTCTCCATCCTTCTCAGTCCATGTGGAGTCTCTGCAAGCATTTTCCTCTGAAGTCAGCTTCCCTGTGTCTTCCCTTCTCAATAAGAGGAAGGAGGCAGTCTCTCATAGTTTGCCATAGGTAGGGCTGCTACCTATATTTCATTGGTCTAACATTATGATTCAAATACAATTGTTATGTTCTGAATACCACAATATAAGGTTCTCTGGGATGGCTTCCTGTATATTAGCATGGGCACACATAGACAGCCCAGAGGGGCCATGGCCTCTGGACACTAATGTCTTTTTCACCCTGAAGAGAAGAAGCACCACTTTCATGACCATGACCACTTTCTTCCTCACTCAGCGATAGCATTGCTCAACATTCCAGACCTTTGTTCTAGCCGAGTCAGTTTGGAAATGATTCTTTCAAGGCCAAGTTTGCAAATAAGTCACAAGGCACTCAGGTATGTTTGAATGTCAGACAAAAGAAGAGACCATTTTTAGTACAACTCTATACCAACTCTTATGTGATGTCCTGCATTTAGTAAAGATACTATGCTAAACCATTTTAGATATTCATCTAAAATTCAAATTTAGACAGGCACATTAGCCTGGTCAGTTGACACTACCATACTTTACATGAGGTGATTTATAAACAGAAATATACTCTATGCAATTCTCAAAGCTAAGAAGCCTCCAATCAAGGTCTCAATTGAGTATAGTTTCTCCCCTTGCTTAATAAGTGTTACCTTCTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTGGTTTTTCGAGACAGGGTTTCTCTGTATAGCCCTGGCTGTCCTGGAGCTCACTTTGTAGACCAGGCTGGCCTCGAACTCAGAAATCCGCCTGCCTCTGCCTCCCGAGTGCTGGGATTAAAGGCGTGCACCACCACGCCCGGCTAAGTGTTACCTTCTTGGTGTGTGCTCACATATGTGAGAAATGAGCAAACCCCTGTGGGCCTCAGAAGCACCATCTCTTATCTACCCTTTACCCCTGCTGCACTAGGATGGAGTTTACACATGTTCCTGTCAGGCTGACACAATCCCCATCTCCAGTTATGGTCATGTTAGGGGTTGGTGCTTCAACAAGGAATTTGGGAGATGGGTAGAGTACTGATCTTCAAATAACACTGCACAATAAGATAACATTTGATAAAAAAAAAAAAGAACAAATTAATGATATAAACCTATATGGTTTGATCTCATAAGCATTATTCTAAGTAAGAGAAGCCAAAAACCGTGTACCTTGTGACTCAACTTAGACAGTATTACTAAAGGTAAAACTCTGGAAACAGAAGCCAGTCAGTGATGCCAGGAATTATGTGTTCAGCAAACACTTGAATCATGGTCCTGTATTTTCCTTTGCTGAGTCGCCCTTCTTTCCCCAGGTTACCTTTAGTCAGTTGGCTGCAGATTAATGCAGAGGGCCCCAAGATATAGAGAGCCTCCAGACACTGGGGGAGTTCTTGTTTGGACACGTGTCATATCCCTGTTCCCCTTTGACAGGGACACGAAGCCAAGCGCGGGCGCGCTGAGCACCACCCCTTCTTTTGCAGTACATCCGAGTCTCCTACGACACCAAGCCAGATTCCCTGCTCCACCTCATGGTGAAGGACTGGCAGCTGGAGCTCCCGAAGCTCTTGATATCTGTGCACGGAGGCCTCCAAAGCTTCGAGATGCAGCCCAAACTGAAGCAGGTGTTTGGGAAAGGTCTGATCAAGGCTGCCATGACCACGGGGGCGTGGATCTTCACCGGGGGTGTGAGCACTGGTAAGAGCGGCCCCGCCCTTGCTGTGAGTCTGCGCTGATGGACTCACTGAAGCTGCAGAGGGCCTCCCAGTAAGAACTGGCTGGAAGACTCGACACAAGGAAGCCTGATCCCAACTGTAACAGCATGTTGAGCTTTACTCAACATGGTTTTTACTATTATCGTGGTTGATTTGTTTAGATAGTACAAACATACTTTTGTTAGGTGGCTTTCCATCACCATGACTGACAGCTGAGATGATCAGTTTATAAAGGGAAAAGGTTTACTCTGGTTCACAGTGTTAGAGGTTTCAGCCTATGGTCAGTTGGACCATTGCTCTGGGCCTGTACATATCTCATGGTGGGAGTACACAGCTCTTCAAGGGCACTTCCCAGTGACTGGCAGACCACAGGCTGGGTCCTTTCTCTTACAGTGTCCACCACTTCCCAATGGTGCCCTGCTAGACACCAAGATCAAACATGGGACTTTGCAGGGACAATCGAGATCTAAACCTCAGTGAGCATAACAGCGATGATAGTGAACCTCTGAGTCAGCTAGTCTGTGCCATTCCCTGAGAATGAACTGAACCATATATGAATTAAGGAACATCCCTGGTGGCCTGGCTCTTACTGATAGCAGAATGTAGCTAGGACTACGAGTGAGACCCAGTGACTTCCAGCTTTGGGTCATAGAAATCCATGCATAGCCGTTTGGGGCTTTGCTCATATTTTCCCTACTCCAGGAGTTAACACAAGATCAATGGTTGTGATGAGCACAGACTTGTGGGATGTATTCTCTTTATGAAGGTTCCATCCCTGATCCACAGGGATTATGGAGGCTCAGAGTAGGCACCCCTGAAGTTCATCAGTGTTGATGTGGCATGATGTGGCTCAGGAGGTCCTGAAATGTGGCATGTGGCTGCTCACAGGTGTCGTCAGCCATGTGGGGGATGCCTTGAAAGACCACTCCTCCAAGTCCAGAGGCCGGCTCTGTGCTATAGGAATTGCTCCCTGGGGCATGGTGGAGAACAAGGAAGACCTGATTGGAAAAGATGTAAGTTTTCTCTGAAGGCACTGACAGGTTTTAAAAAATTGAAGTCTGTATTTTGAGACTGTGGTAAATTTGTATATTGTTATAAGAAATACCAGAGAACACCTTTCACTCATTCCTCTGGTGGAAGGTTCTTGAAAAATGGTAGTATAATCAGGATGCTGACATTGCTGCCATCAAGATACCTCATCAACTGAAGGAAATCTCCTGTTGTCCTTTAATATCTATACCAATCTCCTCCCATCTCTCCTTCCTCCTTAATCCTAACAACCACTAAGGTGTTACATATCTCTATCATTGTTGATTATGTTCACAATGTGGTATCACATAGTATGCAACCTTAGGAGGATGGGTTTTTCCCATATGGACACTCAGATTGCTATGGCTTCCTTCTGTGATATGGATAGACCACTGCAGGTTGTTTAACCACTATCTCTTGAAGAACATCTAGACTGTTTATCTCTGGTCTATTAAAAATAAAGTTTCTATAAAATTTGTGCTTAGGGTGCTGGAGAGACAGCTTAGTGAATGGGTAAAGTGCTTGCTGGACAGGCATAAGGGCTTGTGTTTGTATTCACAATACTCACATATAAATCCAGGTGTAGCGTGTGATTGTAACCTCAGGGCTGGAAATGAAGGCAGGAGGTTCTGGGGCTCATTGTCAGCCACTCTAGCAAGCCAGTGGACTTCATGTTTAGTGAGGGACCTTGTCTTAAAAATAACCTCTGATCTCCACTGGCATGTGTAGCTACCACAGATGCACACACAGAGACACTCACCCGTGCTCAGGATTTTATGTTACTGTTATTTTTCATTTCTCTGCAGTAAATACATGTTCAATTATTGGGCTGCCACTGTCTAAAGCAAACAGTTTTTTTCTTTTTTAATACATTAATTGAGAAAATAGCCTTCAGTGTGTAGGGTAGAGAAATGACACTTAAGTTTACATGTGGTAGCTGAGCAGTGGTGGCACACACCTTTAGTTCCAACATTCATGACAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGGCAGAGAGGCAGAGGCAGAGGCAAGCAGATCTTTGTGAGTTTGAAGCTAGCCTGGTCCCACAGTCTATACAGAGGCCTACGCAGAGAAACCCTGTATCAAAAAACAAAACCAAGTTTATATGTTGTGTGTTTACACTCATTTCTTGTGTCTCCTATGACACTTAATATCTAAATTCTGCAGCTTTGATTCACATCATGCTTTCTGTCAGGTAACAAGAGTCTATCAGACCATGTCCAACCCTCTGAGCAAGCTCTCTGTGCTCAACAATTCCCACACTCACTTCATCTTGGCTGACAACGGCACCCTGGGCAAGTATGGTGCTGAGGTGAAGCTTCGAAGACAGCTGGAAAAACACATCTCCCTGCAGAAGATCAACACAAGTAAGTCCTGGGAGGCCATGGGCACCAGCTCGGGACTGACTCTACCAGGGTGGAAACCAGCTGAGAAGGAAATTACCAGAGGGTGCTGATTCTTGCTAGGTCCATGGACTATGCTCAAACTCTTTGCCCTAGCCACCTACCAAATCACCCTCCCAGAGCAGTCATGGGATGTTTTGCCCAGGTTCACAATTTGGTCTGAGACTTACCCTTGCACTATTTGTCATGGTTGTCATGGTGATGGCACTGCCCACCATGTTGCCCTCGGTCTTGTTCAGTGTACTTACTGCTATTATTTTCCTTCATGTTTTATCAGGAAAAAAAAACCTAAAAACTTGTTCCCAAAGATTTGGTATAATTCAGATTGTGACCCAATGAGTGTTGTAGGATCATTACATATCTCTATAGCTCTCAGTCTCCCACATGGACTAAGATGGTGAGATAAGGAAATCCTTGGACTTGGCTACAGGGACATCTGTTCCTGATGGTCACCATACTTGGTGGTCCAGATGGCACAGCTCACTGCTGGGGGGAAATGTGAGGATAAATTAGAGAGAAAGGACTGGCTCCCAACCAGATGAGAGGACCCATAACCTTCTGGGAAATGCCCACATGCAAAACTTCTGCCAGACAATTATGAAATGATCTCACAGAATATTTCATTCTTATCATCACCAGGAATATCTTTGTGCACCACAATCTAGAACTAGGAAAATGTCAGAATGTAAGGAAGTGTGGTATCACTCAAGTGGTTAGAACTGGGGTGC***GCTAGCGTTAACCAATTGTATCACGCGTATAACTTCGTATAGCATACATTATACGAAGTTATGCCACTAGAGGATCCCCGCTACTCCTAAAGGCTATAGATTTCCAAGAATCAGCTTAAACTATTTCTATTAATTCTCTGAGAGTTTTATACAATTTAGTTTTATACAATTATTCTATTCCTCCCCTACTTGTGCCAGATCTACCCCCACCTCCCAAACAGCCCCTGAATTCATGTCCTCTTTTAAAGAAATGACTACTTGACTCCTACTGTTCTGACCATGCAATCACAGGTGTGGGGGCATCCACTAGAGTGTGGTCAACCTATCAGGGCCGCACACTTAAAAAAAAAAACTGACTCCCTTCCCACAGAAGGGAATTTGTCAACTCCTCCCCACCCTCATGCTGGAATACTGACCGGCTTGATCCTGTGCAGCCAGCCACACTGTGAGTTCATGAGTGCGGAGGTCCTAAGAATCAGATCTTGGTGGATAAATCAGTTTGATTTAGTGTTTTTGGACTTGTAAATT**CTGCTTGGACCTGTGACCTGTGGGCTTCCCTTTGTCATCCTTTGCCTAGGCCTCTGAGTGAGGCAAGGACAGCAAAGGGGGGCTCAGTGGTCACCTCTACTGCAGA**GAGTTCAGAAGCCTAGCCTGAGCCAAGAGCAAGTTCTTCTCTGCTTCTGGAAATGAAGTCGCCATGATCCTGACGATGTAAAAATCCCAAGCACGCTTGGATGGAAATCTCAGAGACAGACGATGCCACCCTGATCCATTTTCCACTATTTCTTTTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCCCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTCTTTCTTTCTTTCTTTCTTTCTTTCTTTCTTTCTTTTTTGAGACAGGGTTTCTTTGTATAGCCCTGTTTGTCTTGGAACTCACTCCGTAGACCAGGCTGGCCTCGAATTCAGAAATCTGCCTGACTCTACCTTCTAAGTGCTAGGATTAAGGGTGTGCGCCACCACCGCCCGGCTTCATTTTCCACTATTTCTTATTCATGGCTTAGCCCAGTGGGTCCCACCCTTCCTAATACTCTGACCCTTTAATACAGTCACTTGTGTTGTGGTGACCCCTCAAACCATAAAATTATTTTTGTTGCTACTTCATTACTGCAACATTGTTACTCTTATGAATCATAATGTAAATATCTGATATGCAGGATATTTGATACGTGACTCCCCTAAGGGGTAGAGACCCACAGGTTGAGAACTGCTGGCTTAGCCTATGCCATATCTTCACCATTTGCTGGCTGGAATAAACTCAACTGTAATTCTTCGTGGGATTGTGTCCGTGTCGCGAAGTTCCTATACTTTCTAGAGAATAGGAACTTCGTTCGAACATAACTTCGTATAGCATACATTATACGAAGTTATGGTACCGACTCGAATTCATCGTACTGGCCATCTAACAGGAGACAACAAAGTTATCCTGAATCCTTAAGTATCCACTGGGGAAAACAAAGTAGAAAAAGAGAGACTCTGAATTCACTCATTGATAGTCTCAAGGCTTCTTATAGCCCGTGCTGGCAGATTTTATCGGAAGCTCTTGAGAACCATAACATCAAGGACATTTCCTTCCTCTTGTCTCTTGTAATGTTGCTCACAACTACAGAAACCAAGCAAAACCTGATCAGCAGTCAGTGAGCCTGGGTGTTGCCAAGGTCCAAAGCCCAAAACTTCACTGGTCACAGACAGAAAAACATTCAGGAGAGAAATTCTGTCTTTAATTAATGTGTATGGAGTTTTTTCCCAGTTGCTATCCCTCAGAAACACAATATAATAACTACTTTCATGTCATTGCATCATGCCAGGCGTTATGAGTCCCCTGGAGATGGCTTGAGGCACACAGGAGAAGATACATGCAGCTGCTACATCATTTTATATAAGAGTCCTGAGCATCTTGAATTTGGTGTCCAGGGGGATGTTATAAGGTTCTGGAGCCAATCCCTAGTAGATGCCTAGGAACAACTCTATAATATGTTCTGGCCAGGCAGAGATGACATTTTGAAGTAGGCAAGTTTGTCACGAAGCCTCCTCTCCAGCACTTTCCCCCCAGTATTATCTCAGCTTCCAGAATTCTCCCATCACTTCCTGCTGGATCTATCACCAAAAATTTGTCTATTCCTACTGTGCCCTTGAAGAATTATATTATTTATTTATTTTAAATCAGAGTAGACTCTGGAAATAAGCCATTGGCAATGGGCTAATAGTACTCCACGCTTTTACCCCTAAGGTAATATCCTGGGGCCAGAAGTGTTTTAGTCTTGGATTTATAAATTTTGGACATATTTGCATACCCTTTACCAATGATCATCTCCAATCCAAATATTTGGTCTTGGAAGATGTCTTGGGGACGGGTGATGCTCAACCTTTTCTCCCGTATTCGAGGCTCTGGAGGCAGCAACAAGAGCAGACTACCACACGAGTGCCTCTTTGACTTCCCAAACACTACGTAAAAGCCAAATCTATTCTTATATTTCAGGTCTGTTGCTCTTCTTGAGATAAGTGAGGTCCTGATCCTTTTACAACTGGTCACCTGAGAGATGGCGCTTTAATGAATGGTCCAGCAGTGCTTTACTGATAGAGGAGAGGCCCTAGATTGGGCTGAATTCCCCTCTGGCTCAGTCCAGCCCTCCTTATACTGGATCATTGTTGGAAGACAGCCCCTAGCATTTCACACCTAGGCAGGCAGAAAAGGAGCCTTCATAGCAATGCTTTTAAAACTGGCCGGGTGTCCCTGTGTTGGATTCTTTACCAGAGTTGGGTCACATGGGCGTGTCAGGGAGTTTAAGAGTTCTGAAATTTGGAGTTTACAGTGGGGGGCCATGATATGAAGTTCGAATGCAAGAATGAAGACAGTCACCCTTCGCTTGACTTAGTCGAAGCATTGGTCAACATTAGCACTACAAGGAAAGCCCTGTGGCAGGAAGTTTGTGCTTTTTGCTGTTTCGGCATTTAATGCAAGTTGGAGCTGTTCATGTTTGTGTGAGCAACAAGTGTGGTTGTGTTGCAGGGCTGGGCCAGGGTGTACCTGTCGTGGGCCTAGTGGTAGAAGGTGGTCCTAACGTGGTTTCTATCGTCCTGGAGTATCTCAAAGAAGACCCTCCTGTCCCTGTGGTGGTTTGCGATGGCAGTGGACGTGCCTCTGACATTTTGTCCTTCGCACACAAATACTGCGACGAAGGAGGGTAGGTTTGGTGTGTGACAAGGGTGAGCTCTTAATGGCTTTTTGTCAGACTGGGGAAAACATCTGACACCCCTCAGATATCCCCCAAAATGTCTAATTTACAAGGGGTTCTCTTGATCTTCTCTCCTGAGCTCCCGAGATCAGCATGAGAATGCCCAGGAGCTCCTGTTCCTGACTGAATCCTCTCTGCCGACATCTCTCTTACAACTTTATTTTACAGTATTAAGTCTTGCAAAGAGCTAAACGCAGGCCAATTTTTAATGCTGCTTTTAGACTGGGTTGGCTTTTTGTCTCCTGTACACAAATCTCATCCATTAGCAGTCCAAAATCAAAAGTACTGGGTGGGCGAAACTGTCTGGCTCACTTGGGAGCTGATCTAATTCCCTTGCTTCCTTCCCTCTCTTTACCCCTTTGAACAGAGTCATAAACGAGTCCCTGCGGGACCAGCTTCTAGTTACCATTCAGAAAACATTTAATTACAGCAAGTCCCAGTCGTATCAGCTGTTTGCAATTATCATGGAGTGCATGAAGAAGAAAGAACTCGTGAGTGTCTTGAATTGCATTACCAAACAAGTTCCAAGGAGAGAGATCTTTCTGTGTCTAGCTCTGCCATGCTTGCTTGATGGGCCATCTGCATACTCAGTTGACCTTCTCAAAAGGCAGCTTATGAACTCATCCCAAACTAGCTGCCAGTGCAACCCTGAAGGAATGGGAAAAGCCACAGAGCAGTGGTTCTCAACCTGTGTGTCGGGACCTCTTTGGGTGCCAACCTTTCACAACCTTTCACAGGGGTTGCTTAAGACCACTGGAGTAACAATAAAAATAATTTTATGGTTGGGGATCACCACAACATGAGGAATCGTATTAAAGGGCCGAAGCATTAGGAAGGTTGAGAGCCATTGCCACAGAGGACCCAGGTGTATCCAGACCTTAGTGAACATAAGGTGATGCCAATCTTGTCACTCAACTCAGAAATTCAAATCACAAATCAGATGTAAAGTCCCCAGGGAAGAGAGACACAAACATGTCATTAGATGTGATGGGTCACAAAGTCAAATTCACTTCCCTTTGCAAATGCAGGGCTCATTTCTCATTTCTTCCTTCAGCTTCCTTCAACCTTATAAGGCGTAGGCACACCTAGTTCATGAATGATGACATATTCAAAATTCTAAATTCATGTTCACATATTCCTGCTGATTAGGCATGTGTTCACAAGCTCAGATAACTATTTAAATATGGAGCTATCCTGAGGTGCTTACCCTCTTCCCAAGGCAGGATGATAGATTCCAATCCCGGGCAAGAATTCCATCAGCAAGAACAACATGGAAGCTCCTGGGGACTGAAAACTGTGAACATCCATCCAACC

How the deposited data were processed for this re-analysis (not part of the article)

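Single-cell RNA-sequencing of the retina and RPE of 4 control and 5 dKO mice, 6 months after induction, was analysed from the deposited matrix of 31089 cells. By the methods text, the authors mapped reads to the mouse genome with the split-pipe software, removed cells with few genes and genes seen in few cells, merged 8 sublibraries, normalized and clustered the cells in Seurat with Harmony, and compared groups within clusters with MAST, which takes cells as replicates. The deposited values are raw UMI counts, which precede those later steps, and 31089 of 31089 cells have counts that add up to their listed total. The paper's text names no handling of doublets. No cell type is given with the cells, since the column named for clusters equals the first-round barcoding well in 31089 of 31089 cells.

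Cells were clustered without batch correction, with a scale factor of 10000, 2000 variable genes, 20 principal components, 20 neighbours per cell and Leiden clustering at a resolution of 0.8 (leidenalg 0.10.2, scikit-learn 1.9.0, Python 3.11.15). Clusters were named from markers of 12 cell types, 5 each, by the full rule stated with the data, which asks for raised and detected markers, for a minimum of their mean fold, and for no mixture with a further type. The markers, the comparisons, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. That rule names every gene in the paper's text or labelled in Fig. 7 (whose values there had been seen), the genes of the fixed lists where a list is reported, and genes past the threshold that the paper does not name. The thresholds for naming clusters, and a group of further alternatives that the closing section marks, were chosen afterwards.

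For each cell type the counts of a mouse were summed over its cells, and mice with at least 10 cells were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16, R 4.3.3), with TMM normalization and filterByExpr. The standard error of a log2 fold change was derived from the F statistic. For genes removed by the filter, the ratio of mean CPM plus 1 was used. In RPE cells 3 control and 4 dKO mice could be compared, and in rods and Müller glia 4 and 5. No paired analysis was possible because the labels give no pairs of control and dKO mice. Single values per mouse were compared with exact permutation tests, two-sided. Sets of genes were tested with camera and fry (limma 3.58.1). The 3′-UTRs and gene positions come from GENCODE M39 on GRCm39, whereas the authors used an earlier annotation of the same genome, and 36645 of 37725 gene names were found in it. Genes were matched by name, and ENSMUSG00000120605 by its identifier. The tests were also run on simulated data with known changes, which they recovered in the proportions given with the power of the RPE comparison.

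Depth ranged from 15079143 to 66528160 UMIs per mouse. Intervals and limits cover counting error only. Free RNA and doublets were not removed.

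The alternatives were DESeq2 (1.42.0) with its size factors, limma-voom, library size in place of TMM, no filter on low counts, an absolute log2 fold change over 1 as well, each mouse left out in turn, S06 and S07 summed as 1 mouse, the *Xist* level as a covariate, the top 5% of cells by UMIs left out, counts thinned to the smallest total, and, for RPE, the cells above the upper quartile of rod RNA in each mouse left out, no minimum of cells, and the share of rod RNA as a covariate. Means over cells with a pseudocount of 1 were computed for the genes the paper names. The rod gene list, the list of genes that the introduction links to the microRNAs, and the gliosis, glucocorticoid and clock lists were fixed before the data were examined, and their results stand at the claims they bear on. Not every gene labelled in Fig. 7 is reported here. MAST and Harmony were not used here, and 3p sites were not analysed here.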

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

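All tests of explanations in this part were chosen after the results were seen; the comparison of the other clusters itself was set beforehand. Within each group of 4 or 5 mice, the mouse farthest from the others was compared with the range of its group by Dixon's test at the 95% level. Of 67 groups tested (the genes the paper names in their cell type, cell type shares and depths), 17 had such a mouse, where chance alone gives about 1 in 20. Most of them fall on S01, S04, S05 and S07.

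For *Rn7sk*, S07 was far above the other dKO mice, with 603 CPM in rods against 51.7 in the next mouse, and 271 against 46.1 in Müller glia. Without S07 the log2 fold change in rods was 0.059, so the rise in the dKO group rests on this mouse. Better capture in S07 of RNAs without a poly(A) tail is argued against as the whole cause. The 9 other small or ribosomal RNAs with at least 100 UMIs in rods that the paper does not name had log2 ratios of S07 to the median of the other dKO mice between -0.66 and 1.497, with a median of 0.80, against 4.295 for *Rn7sk*. Those with the most UMIs, *Rn18s-rs5* and *Rpph1* (named after their values were seen), had 0.80 and 0.10. A smaller difference in capture stays open as a part of the rise. A difference in the handling or the state of this mouse stays open, as does an effect of the deletion in 1 of 5 dKO mice. Neither was tested.

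Of the Y-linked genes, *Uty* (171 against 1.76 CPM) and *Kdm5d* (63.5 against 0.874) in Müller glia were far higher in S04 than in the other control mice, and *Usp9y* in rods was far higher in S07 than in the other dKO mice (18.1 against 0.781). S04, S05 and S07 had over 100 CPM of *Uty* over all cells, and at most 51.8 CPM of *Xist*, while the other mice had at least 1377. This is in line with 3 male and 6 female mice, 1 male among the control and 2 among the dKO mice, so the higher group means of *Uty* and *Kdm5d* in dKO Müller glia follow the sex of the mice. *Usp9y* in rods had a log2 ratio of 0.091 without S07. The other 2 mice with over 100 CPM of *Uty* had under 1 CPM of *Usp9y*, so sex alone leaves the value of S07 unexplained. A variant or strain difference carried by S07 stays open and was not tested.

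In rods, *Cdk2ap1* (27.1 against 3.75 CPM), *Capn11* (16.4 against 3.00) and *Gm12248* (6.10 against 0.711) were far higher in S01 than in the other control mice. *Gm15459* was far higher in S09 (4.32 against 0.282), and ENSMUSG00000120605 (15.2 against 4.67) and *Gm6639* (7.42 against 0.346) in S05, than in the other dKO mice. In Müller glia, S05 had less *Gm12248* than the other dKO mice (3.05 against 11.4). Without S01, the log2 fold change of *Cdk2ap1* in rods was -0.00084, and that of *Gm47469* in Müller glia was 0.12. S01 had the highest *Cdk2ap1* in 6 of 6 cell types and clusters with at least 100 UMIs, and the highest *Capn11* in 4 of 4. After the group means were taken off, the levels of the genes labelled in Fig. 7C moved together in rods and cones across the 9 mice, with a median correlation per gene of 0.931, against 0.285 for lists matched by expression (share of 10000 matched lists as high 1e-04, the smallest they can give; genes are not independent replicates). For the genes of Fig. 7D in Müller glia and cones the median was 0.780, against 0.159 (1e-04, again the smallest). For the genes of Fig. 7B in RPE and Müller glia it was 0.224 over 7 mice, against 0.148 (0.404), which leaves this open for RPE. The lists were matched by expression but not by spread between mice, and the genes were labelled on these same mice. Genes that differ much between mice would correlate more in any case, so the shares of matched lists cannot test this. The medians for rods and for Müller glia, each against cones, by themselves go with differences between single mice, such as variants, that these cell types share. This does not hold for each gene, since the correlation in Müller glia and cones was 0.382 for *Gm47469*, 0.333 for *Fkbp5* and -0.718 for *Gm48606*. Which variants was not tested, and free RNA shared within a mouse would act the same way.

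*Gm48606* in Müller glia was far lower in S04 than in the other control mice (0 against 101 CPM) and far higher in S07 than in the other dKO mice (146 against 2.21). A change that all cells expressing the gene share is argued against by clusters 20, 21 and 23, whose levels moved against those in Müller glia across mice. Pearson's r was -0.684 in cluster 20 (8 mice, exact permutation p = 0.0165; Spearman's rho -0.690, exact permutation p = 0.0694), -0.613 in cluster 21 (exact permutation p = 0.0541) and -0.863 in cluster 23 (7 mice, exact permutation p = 0.000992; rho -0.929, exact permutation p = 0.00675). Without S07, r was -0.782 (exact permutation p = 0.0643), -0.610 (0.143) and -0.910 (0.00694). In RPE cells, where the gene was lower in dKO as well (log2 fold change -1.39), r with Müller glia was 0.785 (7 mice, exact permutation p = 0.0188; rho 0.643, exact permutation p = 0.139), and without S07 0.795 (exact permutation p = 0.0639). A change that Müller glia and RPE share stays open, as does a difference between single mice that acts in these cells. Between groups, the log2 change in cluster 20 was 0.18, and its difference from that in Müller glia had an exact permutation p of 0.143. Per mouse, cluster 20 of S07 had less of the RNA than S01, S02 and S03, and S07's Müller glia had more.

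S04 had the lowest share of Müller glia of the control mice (0.664% against 7.30%) and of RPE (0% against 1.55%). S04, S05 and S07 had at least 68.6% rods and the fewest UMIs per cell. They are also the mice with high Y-linked RNA, at 178 to 180 CPM of *Uty* over all cells, against 1.73 to 2.26 in the others. Sex and a preparation that lost the inner retina and RPE in these mice cannot be told apart. Every mouse with few UMIs has high Y-linked RNA, and no other mouse has.

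In RPE cells, S07 had a higher share of UMIs on the rod gene list than the other dKO mice (0.579% against 0.190%). The 19 RPE cells of S07 had a median depth of 2092 UMIs, against 14754.5 in its Müller glia. The RPE cells of S09 had a median of 2735, so low depth does not set S07 apart. Of the 19 RPE cells of S07, 47.4% had *Xist* and no Y-linked UMI, against 1.61% of its Müller glia. This suggests that RNA or cells of other mice were among them, so the RPE values of S07 may not be those of this mouse alone. RNA of rods lost in dissociation stays open as a source of the higher rod share and was not tested.

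Beside the RPE, rods and Müller glia of the volcano plots in Fig. 7, other cell types and clusters were compared. Of 28 tested, 2 had genes past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment): 10 genes in horizontal-like cells, all higher in dKO, and 1 in cluster 29. Other splits of the mice gave as many genes in horizontal-like cells in 3 of 35 splits, the real one included, so chance cannot be excluded. The 10 genes, such as *Gad1* and *Meis2* (named after their values were seen), were all higher in amacrine-like than in control horizontal-like cells, with a median log2 ratio of 6.11. Without the cells above the upper quartile of amacrine marker RNA in each mouse, 3 of the 10 passed, against 10 of 10 without as many cells at random, with edgeR. With DESeq2, 9 of the 10 passed without the amacrine-rich cells and 10 of 10 without cells at random, and *Gad1* is itself one of the amacrine markers, so doublets of horizontal and amacrine cells cannot be told apart from a change within horizontal cells. With 1 mouse left out, 0 genes passed without S01 or without S03, 16 without S02 (9 of the 10 among them), 6 without S06, and between 10 and 14 without S07, S08 or S09, so the count depends on S01 and on S03. In cluster 29, *Opn1sw*, a cone gene, had a log2 fold change of -3.32, and other splits gave as many genes in 5 of 35. In the control mice with 10 or more cells of this cluster, 1 cell of each held 86.3% of the *Opn1sw* UMIs, which is consistent with cone RNA in a few cells.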

How the results depend on the processing

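Unless marked as chosen after seeing the data, the alternatives were fixed before the data were examined. The counts of genes past the threshold were 0 in RPE, rods and Müller glia with edgeR (539, 233 and 242 genes with an unadjusted p below 0.05). They stayed at 0 in all 3 cell types with limma-voom, library size only, S06 and S07 summed, the *Xist* covariate, the top 5% of cells left out and thinned counts. The further demand of an absolute log2 fold change over 1 can only remove genes, so its 0 was fixed and shows no stability.

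DESeq2 called 21 genes in RPE and 2 in rods, and of the genes the paper calls in rods 1, and it called 0 in Müller glia. Without a filter on low counts, edgeR called 185 genes in RPE, 5 in rods and 35 in Müller glia, and of the genes the paper calls 3, 3 and 11. Other splits of the mice gave as many genes without the filter in 4 of 35, 92 of 100 and 91 of 100 splits, as the other observations describe. With 1 mouse left out, 0 genes passed in RPE and between 0 and 1 in rods and in Müller glia, and the same ranges held for the genes the paper calls. The gene was *Sox30* in rods and *Gm12248* in Müller glia, each without S01. In RPE, 1 gene passed without the cells with most rod RNA (*Lrrtm4*, named after its value was seen, as is *Cdh8*), and 1 with no minimum of cells and 1 with the rod RNA covariate (*Cdh8* in both). Of alternatives chosen after seeing the data, DESeq2 called 1 gene without the RPE cells with most neuronal RNA and 11 without as many cells at random, and leaving out mice with under 6000 median UMIs gave 1 gene in Müller glia, *Gm48606*. The cause was not tested, apart from the cells left out.

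Of the genes the paper names, the 7 in RPE kept their direction in all 163 alternative values. In rods 1 of 204 values reversed, *Rn7sk* without the mice with under 6000 median UMIs (-0.11; chosen after seeing the data), and in Müller glia 1 of 199, *Gm47469* without S01 (0.12; with each mouse left out from -1.48 to 0.12). Beside these values, the mean change per mouse of *Gm47469* in Müller glia over all 9 mice was 0.29 on log2 of CPM plus 1 and 0.50 with a pseudocount of 0.5, also reversed, and -0.045 with a pseudocount of 5. The alternatives named for *Rn7sk* and for *Gm47469* without S01 leave out the mouse with the highest value. *Trpm1* in RPE kept its direction and *Trpm3* did not. Its log2 fold change was 0.20 without S07, and with each mouse left out it lay between -0.33 and 0.20. It was 0.19 with S06 and S07 summed, 0.22 with the *Xist* covariate and 0.18 with the rod RNA covariate. Leaving out mice with under 6000 median UMIs (chosen after seeing the data) gave 0.20, and in RPE this is the same fit as without S07. In none of these did it pass the threshold. The sum and both covariates also bear on S07, which alone of the RPE mice compared had low *Xist* and which had the highest rod RNA share. These settings are therefore not independent of the fit without S07. Beyond this, the cause was not tested.

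The differences in cell type shares changed sign. For rods, leaving out each mouse gave between -7.42 and 9.88 percentage points, the latter without S04, and for Müller glia between -1.29, without S04, and 1.69. For RPE, the difference lay between -0.425 and 0.211 with each mouse left out, was 0.128 as a share of the cells outside the rods, 0.83 on the log2 scale, and 0.147 without mice with under 6000 median UMIs (chosen after seeing the data). None passed its test. Cones and microglia kept their direction.

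The difference for *Gm47469* between RPE and Müller glia was 0.032 with a pseudocount of 5, against -0.42. For the fixed lists, the p with each mouse left out ran from 0.215 to 0.871 for the glucocorticoid list in Müller glia, which turned up without S02 (0.871), from 0.0671 to 0.914 for the genes of the introduction in RPE, which turned down without S09 (0.914), from 0.289 to 0.894 for the clock list in rods, which turned down without S07 (0.894), and from 0.365 to 0.898 for the glucocorticoid list in rods, which turned down without S05 (0.421). The seed-site set and the rod RNA in RPE cells kept their direction and stayed short of the threshold. In the other clusters, DESeq2 called 48 genes and the fit without a filter 2235, against 11 by edgeR and 11 with S06 and S07 summed. The cause was not tested.

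In RPE, thinned to 90382 UMIs per mouse, 1895 genes passed the filter on low counts, against 10275 at full depth. For genes below the filter, no thinned or DESeq2 value is given.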

Differences from the paper's values

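The paper's test took cells as replicates, and the comparison here took mice. The RPE, rod and Müller glia clusters here held 403, 15172 and 1979 cells, against 417, 15414 and 2126 in the paper, which differ by less than 1.5 times. The paper reports 3 raised and 4 lowered genes in RPE, and 0 and 0 were found with edgeR. Under none of the alternatives set before the data were examined did either count come within 1.5 times of the paper's. DESeq2 gave 20 and 1, and no filter on low counts 149 and 36. In rods and Müller glia the paper labels about 11 genes each in Fig. 7C and Fig. 7D, read by eye, where 0 were found in each, and no alternative set before the data were examined came within 1.5 times, with up to 5 in rods and 35 in Müller glia without a filter.

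Some settings call genes that the paper calls. The fit without a filter calls *Gm47469* and *Gm48606* in RPE, *Sox30*, *Usp9y* and *Gm15459* in rods, and all 11 in Müller glia. DESeq2 and the fit without control mouse S01 call *Sox30* in rods, the fit without S01 calls *Gm12248* in Müller glia, and the fit without mice with under 6000 median UMIs, chosen after seeing the values, calls *Gm48606* in Müller glia but not the other 10 of the paper's genes there.

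A log2 fold change is taken here to differ when its distance from the paper's value is over the standard error of that setting (where a setting gives none, over that of the value here), or when the sign is opposite. For *Mlec* in RPE, the paper's log2 fold change is about 1.6 in Fig. 7B, read by eye, and the value here was 1.00. By this measure it differs under all 18 alternatives set before the data were examined. The closest was 1.32 without S06, where the standard error was 0.23, and by the standard error of 0.36 with all mice that value would not differ. For *Adamts10* the paper's value is about -1.7 in Fig. 7B and the value here was -0.98, and it differs under all 18 such alternatives as well, the closest being -1.37 without S06 (standard error 0.30). For *Gm45895* the paper's value is about -1.1 in Fig. 7B and the value here was -0.61. It no longer differs without S02 (-0.83), without S08 or S09 (-0.77 each), with no minimum of cells (-0.87) and as a mean over cells with a pseudocount of 1 (-0.96), and differs under the other 14. For *Gm47469*, the paper's value is about -2.5 in Fig. 7B and the value here was -1.36. The gene was below the filter on low counts and has no standard error here, so this measure cannot be applied to that value. It lay closer to the paper's value without S02 or S03 (-1.71 each), without S07 (-2.32) and without a filter (-2.58). It lay farther away without S01 (-0.18) and as a mean over cells with a pseudocount of 1 (-0.16).

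For *Gm15459* in rods, the paper's value is about -3.3 in Fig. 7C and the value here was -1.88, again without a standard error. It lay closer to the paper's value without S09 (-2.67), and without a filter (-3.18, standard error 0.62) it did not differ. For *Usp9y* in rods, the paper's value is about 4.2 in Fig. 7C and the value here was 1.81, also without a standard error. Without a filter it was 3.37 (standard error 0.68), which differs.

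The ratio of means over cells with no pseudocount was an alternative chosen after seeing the values, and one without a test. It lies within the standard error of the paper's values for *Mlec* (1.66), *Adamts10* (-1.57) and *Gm45895* (-1.07). For *Gm47469* (-2.70), *Gm15459* (-3.35) and *Usp9y* (4.24), which have no standard error here, it lies close to the values read by eye. For *Gdf11* it is 1.12. All of the 7, 11 and 11 genes in RPE, rods and Müller glia had the direction that Fig. 7 shows, except that *Gm47469* in Müller glia had 0.29 as a mean change per mouse of log2 CPM plus 1.

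In Fig. 7F, the values for *Trpm1* and *Trpm3* are on another scale than those for *Gdf11*. They lie close to the means over cells here after taking log10 of the mean plus 1, which gives 0.456 in control and 0.613 in dKO RPE for *Trpm1* (1.86 and 3.10 before) and 2.23 and 2.18 for *Trpm3* (167 and 149 before), whereas for *Gdf11* the means themselves lie close, 0.752 and 1.63. The scale was chosen for each panel after the values were seen, and the *Trpm1* and *Trpm3* panels were read again by eye after that, so this is no test of the values.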

Other observations

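All tests of explanations in this part were chosen after the results were seen, although other splits of the mice were to be counted for every comparison from the start. With edgeR, 0 genes passed in RPE, rods and Müller glia, so all of 35 splits in RPE and all of 100 splits drawn in rods and in Müller glia gave as many (35, 100 and 100). For genes with an unadjusted p below 0.05, other splits gave as many as the real one in 6 of 35 splits in RPE, 87 of 100 in rods and 95 of 100 in Müller glia, the real one included, so chance cannot be excluded for these numbers. In rods the largest number past the threshold, 304, came from the split with S04, S05, S07 and S08 on one side. This split keeps the mice with high Y-linked RNA and few UMIs per cell together. No split that parts these mice gave more than 8. The fit with the *Xist* level as a covariate gave 0 genes for the real split.

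Without a filter on low counts, other splits gave as many genes as the real one in 4 of 35 in RPE, 92 of 100 in rods and 91 of 100 in Müller glia, with up to 354, 1139 and 267 genes, so chance cannot be excluded for the numbers of genes called under this setting. Single genes were not compared in this way. For the seed-site genes in RPE, 5 of 35 splits had a camera p as low as the real one, so chance cannot be excluded there either.

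DESeq2 called 21 genes in RPE, among them genes of neurons such as *Cdh8*, *Lrrtm4* and *Nxph1* (named after their values were seen). Without the RPE cells above the upper quartile of neuronal RNA in each mouse, DESeq2 called 1. Without as many cells at random, in a single draw, it called 11, so fewer cells account for part of the drop. A few RPE cells with neuronal RNA are a possible source of some of the other calls. Whether such doublets or fragments are more frequent in dKO eyes because of the degeneration was not tested.

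For the genes that the paper links to the microRNAs, RNA from other cells was weighed as a technical source. *Gdf11* had its highest level in RPE cells, 75.6 CPM in control and 137 in dKO, and the highest mean in another cell type or cluster was 50.8, which argues against RNA from other cells as the source of its rise. *Mlec* was as high in Müller glia as in dKO RPE cells, and its rise would need 94.6% Müller glia RNA. In dKO RPE cells *Aqp4* reached 1.62%, *Slc1a3* 1.44% and *Glul* 10.3% of their Müller glia level, which argues against Müller glia RNA. A rise within RPE cells of S08 and S09 stays open for both as a hypothesis, untested apart from the comparisons at the claims. S07 was also above the control mice, but its RPE cells may include cells or RNA of other mice. Without S07 the log2 fold changes were 0.90 and 1.02. With S06 left out, which had the lowest values of the dKO mice, the log2 fold changes were 1.12 for *Gdf11* and 1.32 for *Mlec* with adjusted p of 0.399 and 0.3295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (over all alternatives from 0.166 to 1.00 and from 0.0657 to 1.00). S06 was set apart only after its values were seen.

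Samples S06 and S07 carry 1 animal number in the labels. *Xist* over all cells was 46.5 CPM in S07 and 1377 in S06, which argues against 1 animal in both samples, so the shared number is more likely a slip in the labels.

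*Fkbp5* is induced by glucocorticoids, whose level may differ between single mice. Across the 9 mice, its level in Müller glia followed the mean of the rest of the fixed glucocorticoid list with Pearson's r of 0.669 (exact permutation p = 0.0506) and Spearman's rho of 0.533 (exact permutation p = 0.148). Without the mice farthest from the median, S04 and S02, r was 0.641 (exact permutation p = 0.128). With so few mice this decides nothing.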
